# A1-reprogrammed mesenchymal stromal cells prime potent antitumoral responses

**DOI:** 10.1016/j.isci.2024.109248

**Published:** 2024-02-17

**Authors:** Marina Pereira Gonçalves, Roudy Farah, Jean-Pierre Bikorimana, Jamilah Abusarah, Nehme EL-Hachem, Wael Saad, Sebastien Talbot, Daniela Stanga, Simon Beaudoin, Sebastien Plouffe, Moutih Rafei

**Keywords:** Classification Description, Immunology, Pharmaceutical engineering, Cancer

## Abstract

Mesenchymal stromal cells (MSCs) have been modified via genetic or pharmacological engineering into potent antigen-presenting cells-like capable of priming responding CD8 T cells. In this study, our screening of a variant library of Accum molecule revealed a molecule (A1) capable of eliciting antigen cross-presentation properties in MSCs. A1-reprogrammed MSCs (ARM) exhibited improved soluble antigen uptake and processing. Our comprehensive analysis, encompassing cross-presentation assays and molecular profiling, among other cellular investigations, elucidated A1’s impact on endosomal escape, reactive oxygen species production, and cytokine secretion. By evaluating ARM-based cellular vaccine in mouse models of lymphoma and melanoma, we observe significant therapeutic potency, particularly in allogeneic setting and in combination with anti-PD-1 immune checkpoint inhibitor. Overall, this study introduces a strong target for developing an antigen-adaptable vaccination platform, capable of synergizing with immune checkpoint blockers to trigger tumor regression, supporting further investigation of ARMs as an effective and versatile anti-cancer vaccine.

## Highlights

• Treatment with A1/antigen mix reprograms MSCs into antigen-presenting cells
• The antigen cross-presenting ability of ARM cells require ROS and UPR
• ARMs synergize with immune-checkpoint inhibitors in priming potent antitumoral activity

## Introduction

Cancer vaccines offer promising alternatives to current immunotherapy strategies as they can potentially cure established tumors while imprinting a long-lasting response through immunological memory.^1^ In addition, cancer vaccines can help boosting pre-existing effector cells while priming a fresh cohort of tumor-reactive T cells^2^ if designed to target a broader range of antigens.^3^^,^^4^ Different types of cancer vaccines can be categorized by antigen type (predefined or anonymous) or delivery method (direct or via the use of antigen-presenting cells [APCs]).^2^ Several studies suggest that antigen delivery by APCs, such as dendritic cells (DCs), offers greater effectiveness compared to whole tumor cells administration.^2^^,^^5^ These observations, combined with the fact that DCs are professional APCs, make them a logical choice for cancer vaccination.^6^ However, the natural bloodstream scarcity of DCs combined with the hurdles associated with the use of *ex vivo* generated monocyte-derived (Mo)-DCs pose several limitations to the effectiveness of DC-based cancer vaccines.^7^^,^^8^

To address these concerns, we have previously explored mesenchymal stromal cells (MSCs) as an alternative vaccine platform.^9^^,^^10^^,^^11^^,^^12^ MSCs are versatile, can be acquired from various sources, and are highly proliferative in cell culture.^13^ Their isolation is considerably simple and cost-effective,^14^^,^^15^ and their safety has been extensively demonstrated in clinical studies.^16^ Although their inherent immunosuppressive and regenerative profiles make them an ideal treatment modality for the induction of tolerance, graft survival, suppression of immune-based disorders, and regenerative medicine,^17^ MSCs harbor a unique plasticity allowing them to acquire a pro-inflammatory phenotype under certain stimuli.^18^^,^^19^^,^^20^ The latter characteristic makes them potential candidates for cell-based vaccines. For instance, our group has previously demonstrated how MSCs can be genetically engineered or pharmacologically reprogrammed to behave as APCs capable of cross-presenting antigens resulting in tumor control.^9^^,^^11^^,^^12^

Cross-presentation is an indispensable process for antitumoral immunity as it is the sole mechanism by which exogenous antigens (like those shredded by cancer cells) can be processed and presented through major histocompatibility complex (MHC) class I molecules.^21^ A crucial process in cross-presentation is antigen export from endosomes to the cytosol.^22^^,^^23^^,^^24^ This step may involve the activation of NADPH oxidases (NOX),^25^^,^^26^ which generate intra-endosomal reactive oxygen species (ROS), helping to create an alkaline environment.^25^^,^^26^^,^^27^ Such alkalization prevents endosomal maturation and unspecific antigen degradation that could occur upon lysosomal protease digestion. In addition, ROS trigger lipid peroxidation leading to endosomal membrane disruption.^24^^,^^28^ As a result, intact antigens can reach the cytosol enabling more efficient processing by the proteasomal machinery to generate a larger pool of immunogenic peptides to be presented on the cell surface.^29^ We thus focused on endosomal antigen export as a primary target in our endeavor to pharmacologically convert MSCs into potent APCs. To do so, we explored the use of Accum, a technology initially designed to enhance intracellular drug delivery and accumulation by disrupting endosomal membranes.^30^^,^^31^

To further advance the results obtained from previous studies on cancer vaccine development, we opted to recruit and benefit from the properties of MSCs and Accum combination. Since the Accum structure can be modulated and further optimized, we generated a variant library of Accum and screened it to identify molecules capable of triggering unique APC-like behavior in MSCs. We herein present an Accum variant (named A1) capable of reprogramming MSCs into powerful antigen cross-presenting cells (ARMs). At the molecular level, A1 causes multiple events starting with protein aggregation, intra-endosomal ROS production breaking the endosomal membrane allowing protein release to the cytosol, and protein degradation by the proteasome. The net outcome culminates in a potent antitumoral response in mouse models of lymphoma and melanoma.

## Results

### Identification of A1, a molecule inducing cross-presentation in MSCs

Accum is a technology initially designed to enhance drug delivery and intracellular accumulation when conjugated to biomedicines.^32^ Its unique structure consists of a bile acid linked to a peptide-based nuclear localization signal (NLS). Inspired by the infection mechanism of non-enveloped viruses, the Accum composition destabilizes the endosomal membrane, provoking the escape of captured cargo to the cytosol.^30^^,^^31^ In fact, we previously demonstrated how OVA-linked Accum potentiates the antitumoral effect induced by DCs in the context of cancer vaccination,^31^ which prompted us to assess whether similar effects could be instilled in MSCs. To test this hypothesis, we screened a library of 34 Accum variants (with different bile acids and/or NLS sequences) using two different cross-presentation assays. In the first assay (Figure 1A), the variants were chemically linked to the OVA protein as opposed to the second assay, where the variants were admixed with OVA (Figure 1B). Although no signal could be detected in any of the experimental conditions tested in the chemically linked assay (Figure 1C), one Accum variant (cholic acid-hnRNPA1—hereafter referred to as A1) successfully triggered the activation of B3Z hybridoma in the admixed condition (Figure 1D). B3Z T cell hybridoma cells express a T-cell receptor (TCR) recognizing the OVA-derived SIINFEKL peptide on MHC I, upon recognition of the peptide receptor complex on APC, TCR activation elicits nuclear factor of activated T-cell (NFAT) activity leading to β-galactosidase (LacZ) synthesis. The amount of LacZ produced can then be quantified by the hydrolysis of the chromogenic substrate chlorophenol red-β-D-galactopyranoside (CPRG).^33^ Despite sharing a bile acid similar to other variants, including the original Accum molecule (Figure 1E), our data indicate that the A1 molecule (Figure 1F) exhibits properties that are distinct from all tested variants.

**Figure 1:**
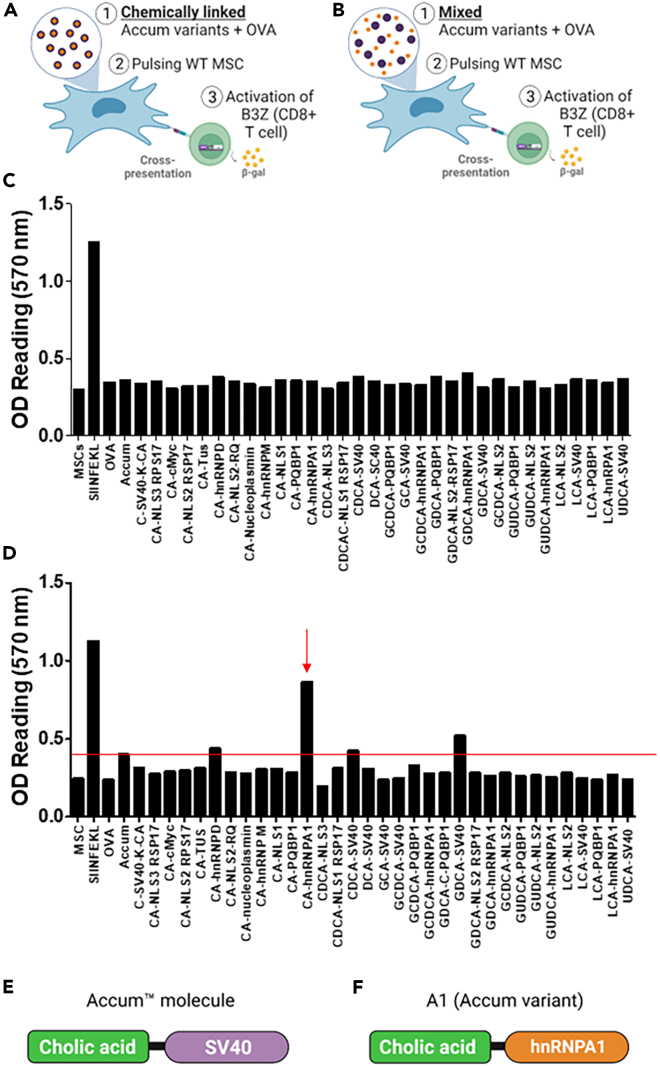
Screening Accum variants capable of inducing cross-presentation in MSCs (A) Schematic diagram of the antigen cross-presentation assay in which MSC are pulsed using different Accum-linked OVA variants. Treated MSCs are co-cultured with B3Z, a T cell hybridoma expressing a TCR recognizing the OVA-derived SIINFEKL peptide in the context of MHC I. B3Z express beta-galactosidase (lacZ) driven by NF-AT elements activated after recognition and activation. (B) Same as in (A), except that the Accum variants were admixed with OVA protein. (C) Antigen presentation assay screening the Accum-linked OVA constructs. SIINFEKL is used as a positive technical control for B3Z, MSCs (untreated), OVA, and Accum are used as negative controls. (D) Same as in (C), except that the antigen presentation assay is screening the Accum variants admixed with OVA. (E) Cartoon structure of the original Accum molecule, comprising cholic acid (CA) as the bile acid module and SV40 as the NLS moiety. (F) Cartoon structure of the A1 Accum variant, which maintains the CA, but linked to the NLS hnRNPA1.

### A1 pulsing enhances antigen uptake and processing while triggering endosomal escape

Following A1 identification, we next tested various parameters to determine the best condition yielding a balance between maximal antigen cross-presentation and absent/minimal cell death. To do so, we first compared the impact of PBS versus distilled water as diluents for A1. Although the B3Z T cells responded to MSCs treated with both 25 and 50 μM of A1 diluted in PBS (Figure 2A), only the 50 μM dose worked in the water condition, with no apparent cell death induced according to Annexin-V/PI staining on treated MSCs (Figures S1A and S1B). Based on these data, we next determined the optimal pulsing duration to be 6 h (Figure 2B) with 0.5 mg/mL being the minimal and 1 mg/mL being the optimal protein concentration required to obtain a detectable B3Z response (Figure S1C). So far, all conducted tests were centered on antigen cross-presentation with no assessment of A1 potential impact on the process of antigen presentation. As shown in Figure 2C, robust activation of B3Z (confirmed using OT-I cells—Figure 2D) occurred upon exposure to A1+OVA-treated MSCs, when compared with OVA-only pulsed MSCs, while the presence of A1 did not induce significant changes when the cells were pulsed with the SIINFEKL peptide. To investigate the mechanistic basis of A1-induced cross-presentation, we next examined if A1 affects antigen uptake and processing, which are both critical for cross-presentation. When monitored for their capacity to capture fluorescent OVA (OVA-AF647), a significant increase in fluorescence emission was detected in MSCs treated with the antigen/A1 mix compared to control groups (Figure 2E). Similar results were obtained with respect to antigen processing using OVA-DQ, a self-quenching fluorescent probe emitting fluorescence upon proteolysis (Figure 2F). Similar uptake and processing results were obtained when re-tested on human-derived MSCs (Figures S2A–S2D). In line with these observations, an endosomal disruption assay was next conducted to assess whether A1 elicits antigen export from the endosome to the cytosol. The assay involved pulsing MSCs with exogenous Cyt-C and monitoring changes in cell death.^24^ Since Cyt-C is promptly endocytosed and cannot naturally cross the endosomal membrane, its ability to induce apoptosis relies on reaching the cytosol as an intact antigen.^22^ As shown in Figure 2G, Cyt-C only triggers cell death when combined with A1, an effect not observed with the parent Accum molecule. Furthermore, the observed effects did not change the overall H2-K^b^ or I-A^b^ cell surface levels (Figure 2H) nor the innate phenotype of MSCs as shown by CD44, CD45, CD73, and CD90 marker detection by flow cytometry (Figure S3). Overall, our data indicate a central role for A1 on various cross-presentation-related processes such as antigen uptake, processing, and escape to the cytosol.

**Figure 2:**
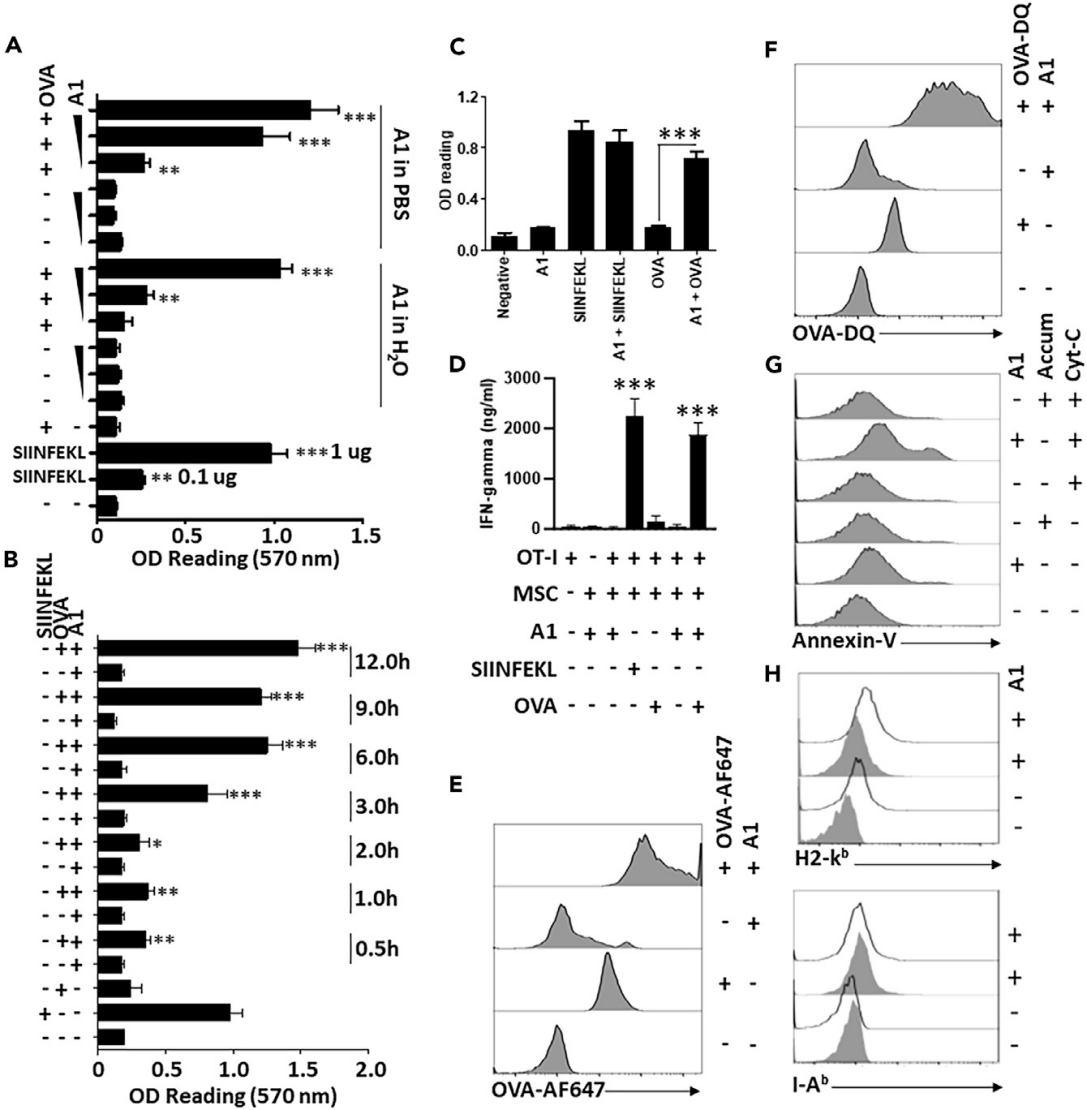
Characterizing the cross-presentation capacity of the A1 variant (A) Antigen cross-presentation assay conducted using A1 diluted in PBS or water to compare the impact of A1 formulations in the capacity to induce cross-presentation. (B) Antigen cross-presentation assay conducted using different pulsing time points to optimize the treatment period. (C) Antigen cross-presentation assay conducted using A1 admixed with SIINFEKL to assess the impact on antigen presentation, and A1 admixed with OVA to confirm induction of cross-presentation. (D) Similar to(C) but using OT-T-derived CD8 T cells as responding lymphocytes. (E) Evaluating the effect of A1 on antigen uptake by MSCs using OVA-AF647. (F) Assessing the effect of A1 on antigen processing by MSCs using OVA-DQ. (G) Assessing the endosomal damaging properties of A1 on MSCs co-treated with Cyt-C. After endocytosis, Cyt-C can induce apoptosis if reaching the cytosol upon endosomal break. Annexin-V staining was used to analyze changes in cell death. (H) Representative flow cytometry analysis of H2-K^b^ (top panel) and I-A^b^ (lower panel). Gray histograms show isotype controls, whereas test-stained samples are in white. For panels A-C, n = 4/group. Asterisks refers to statistical differences between the group labeled by the symbol and the group of untreated MSCs. Results are presented as average mean with standard deviation (S.D.) error bars, and statistical significance is represented with asterisks: ∗*p* ˂ 0.05, ∗∗*p* ˂ 0.01, ∗∗∗*p* ˂ 0.001. See also Figures S1–S3.

### A1 triggers intra-endosomal ROS production through NOX activation

To explore other commonly observed events in DCs capable of cross-presenting, we next assessed ROS production using dihydroergotamine (DHE), a cell-permeable superoxide indicator dye. Interestingly, A1 triggers similar ROS production levels compared to Dp44mt (Figure 3A), a ROS-inducing agent used as a positive control. To assess the importance of this observation, we next evaluated the neutralizing impact of different antioxidants on antigen cross-presentation. Treatment with N-acetylcysteine (NAC), a general cysteine donor scavenging free radicals, completely abolished cross-presentation (Figure 3B). In contrast, treatment with MitoTEMPO, a mitochondria-targeted antioxidant, did not affect B3Z activation, therefore excluding a role for mitochondria-driven ROS (Figure 3B). Interestingly, however, co-incubation with α-tocopherol, a vitamin-E derivative capable of blocking lipid peroxidation, significantly decreased MSCs ability to cross-present (Figure 3B). As a role for mitochondrial-derived ROS is inapparent, we next focused on the possible activation of NOX, which can be found within endosomes as reported in other specialized DCs subsets.^25^^,^^26^^,^^27^ To do so, A1-pulsed MSCS were co-treated with generic (DPI) versus NOX1-specific (ML171) inhibitors. Although ML171 partially decreased B3Z activation, the use of DPI completely suppressed antigen cross-presentation (Figure 3C). These findings indicate that A1 leads to intra-endosomal ROS production via NOX, which causes endosomal break via lipid peroxidation (Figure 3D).

**Figure 3:**
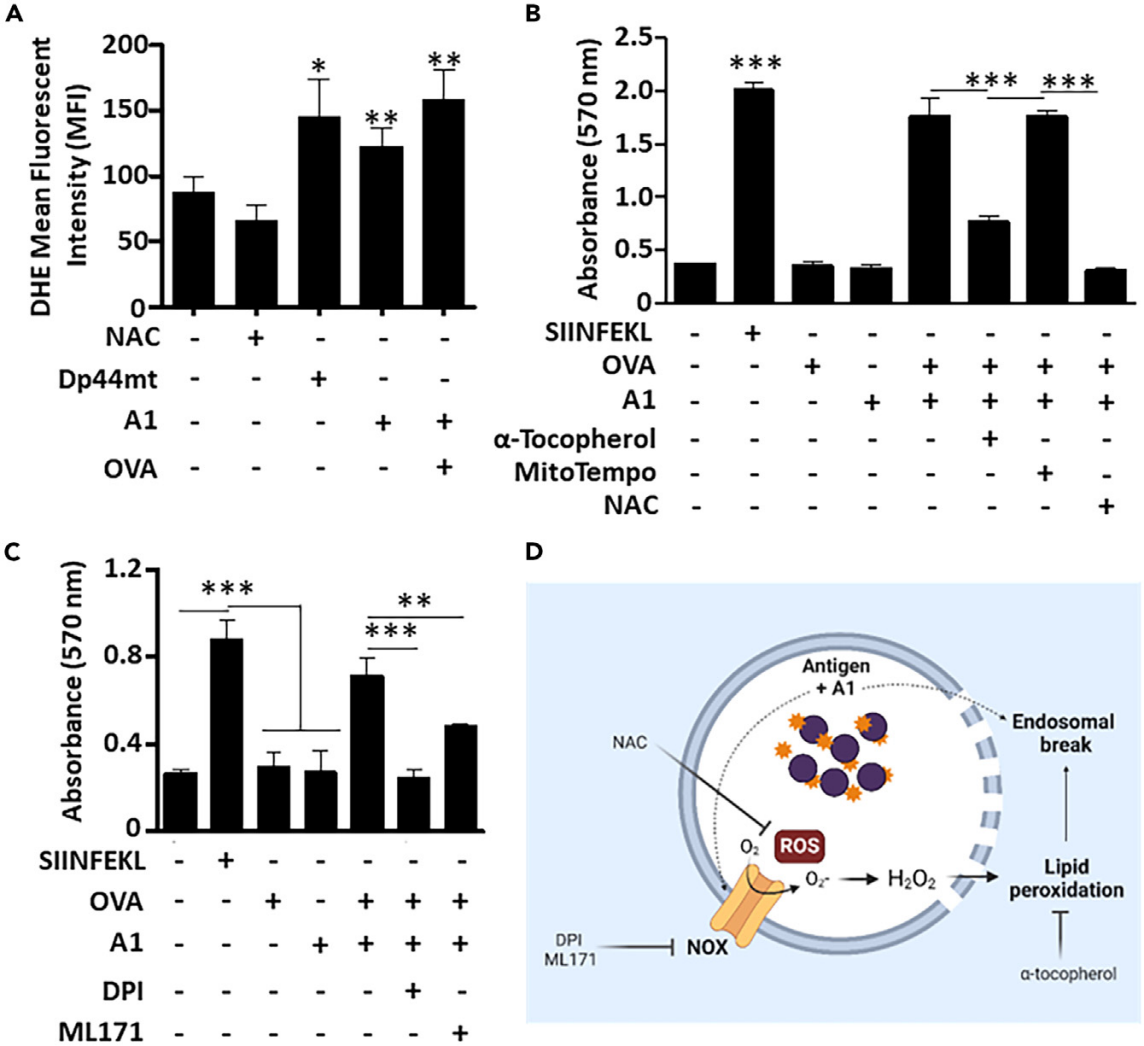
The A1-induced antigen cross-presentation capacity increases and requires ROS production (A) Flow cytometry assessment of ROS production by MSCs in response to A1 using the dye DHE. NAC was used as the negative control whereas Dp44mt was used as a positive control. (B) Antigen cross-presentation assay performed to investigate the effect of neutralizing ROS on A1-related activity. (C) Same as (B) except that it was conducted using NOX inhibitors. (D) A graphical abstract summarizing the mechanistic insights of A1-driven endosomal disruption obtained from the data above. Results are presented as average mean with standard deviation (S.D.) error bars, and statistical significance is represented with asterisks: ∗*p* ˂ 0.05, ∗∗*p* ˂ 0.01, ∗∗∗*p* ˂ 0.001.

### A1 induces protein aggregation and drives the unfolded protein response (UPR)

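RNA from mouse bone marrow-derived MSCs was sequenced in 3 groups of 4 samples: control MSCs, MSCs treated for 6 h with 50 μM A1, and MSCs treated for 6 h with 50 μM A1 and 1 mg/ml ovalbumin (OVA), a model antigen. The authors aligned the strand-specific reads to the mouse genome build GRCm38 with STAR, counted them per gene with featureCounts and deposited the raw counts of 55487 Ensembl genes, without normalization. Between 15644991 and 16881995 counts were assigned to genes in each control sample (median 15950077), between 13702348 and 14347870 in each A1-treated sample (median 14025680) and between 14359973 and 16674294 in each A1 + OVA-treated sample (median 15967180). Protein-coding genes held 97.7% to 98.5% of the counts of a sample. The 11314 protein-coding genes that passed edgeR's filter on low counts were compared between groups with edgeR's quasi-likelihood test after TMM normalization, with all 12 samples in one fit and Benjamini-Hochberg adjustment. DEGs were defined as genes with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5, the position of the lines in Figure S4B. Reactome pathways with 10 to 500 tested members were tested with a one-sided Fisher's exact test on the genes with an adjusted p-value under 0.05 in each direction, and gene sets written from pathway knowledge before the data were examined were tested with limma's camera. Expression of single genes is given as CPM, the counts scaled by the normalized library size, with the SD over 4 samples. In a principal component analysis of the 12 samples, the first component held 69.8% of the variance. Control samples scored between 34.3 and 35.5 on it, A1-treated samples between -20.8 and -19.3 and A1 + OVA-treated samples between -16.2 and -12.8. The samples of each group are numbered from 1 to 4, and the paper's text does not name what samples with the same number share.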

To better understand the impact of A1 on MSCs, we conducted a whole transcriptome analysis by comparing control to A1- or A1/OVA-treated MSCs. Besides the strong correlation between the two A1 conditions (Figure S4A), indicating a similar expression profile, A1 treatment leads to more than 1,500 differentially expressed genes (DEGs) (Figure S4B). 

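Across the 7948 genes with an adjusted p-value under 0.05 in either comparison, the log2 fold changes of A1-treated and of A1 + OVA-treated MSCs against control MSCs had a Spearman's rank correlation coefficient of 0.941 and a Pearson's r of 0.950. Both are correlations across genes, which are not independent replicates, and both comparisons use the same 4 control samples. With 2 of the control samples set against A1 and the other 2 against A1 + OVA, the mean Spearman coefficient over the 6 possible divisions was 0.917, with a range of 0.911 to 0.923. Taking all 11314 tested genes moved the coefficient most, to 0.909. The log2 fold changes had the same sign in both comparisons for 96.0% of the 7948 genes. In A1-treated MSCs, 7098 genes (62.7% of those tested) had an adjusted p-value under 0.05, of which 3582 were higher and 3516 lower than in control MSCs. Of these, 2372 were DEGs, with 1065 upregulated and 1307 downregulated. In A1 + OVA-treated MSCs, 6518 genes had an adjusted p-value under 0.05 (3358 higher and 3160 lower), and 2004 were DEGs (1009 upregulated and 995 downregulated). The 2 lists shared 1725 DEGs, all changed in the same direction, while 647 DEGs were called with A1 only and 279 with A1 + OVA only. Compared directly, A1 + OVA-treated and A1-treated MSCs differed in 1455 genes with an adjusted p-value under 0.05 (685 higher and 770 lower with OVA) and in 136 DEGs, of which 87 were higher and 49 lower with OVA. A threshold of 1 on the absolute log2 fold change moved these counts most, to 745 DEGs with A1, 590 with A1 + OVA and 16 between both treatments. With the replicate number as a block in the fit, the counts were 2372, 2008 and 132 DEGs, and the Spearman coefficient was 0.941. Samples of the same number deviated from their group means with a mean correlation of 0.021 over 12 pairs, against -0.007 over the 36 pairs of different numbers. The largest increases with A1 among genes with an average log2 CPM of at least 1 were those of Serpinb2, Sema7a, Prss46 and Il1a, with log2 fold changes of 5.86, 4.01, 3.97 and 3.69. Serpinb2 (ENSMUSG00000062345), on chromosome 1 from 107511423 to 107535478, rose from 0.52 ± 0.30 CPM (SD, n = 4) in control MSCs to 30.8 ± 3.58 CPM (SD, n = 4) in A1-treated MSCs (standard error of the log2 fold change 0.17, adjusted p = 2.5e-17 from edgeR's quasi-likelihood test). The largest decreases were those of Gm765, Crocc2, Sned1, Ppp1r3c and Bmp4, with log2 fold changes of -3.38, -3.31, -3.15, -2.98 and -2.74. The genes named here were chosen among those with all 4 A1-treated samples on the same side of all 4 control samples. This was a condition of the choice and not a result, as was an adjusted p-value under 0.05. In Prss46, Gm765 and Ppp1r3c, a single treated sample stood apart from the other samples of its group. From the correlation between the A1 conditions, the paper concludes that they share a similar expression profile.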

Among the upregulated processes in A1-treated MSCs cells, we observe UPR, metabolism of nucleotides, glycolysis, and regulation of HSF-1-mediated heat shock response (Figure 4A) whereas pathways related to fatty acid or steroid metabolism, cholesterol biosynthesis as well as bile acid and bile salt metabolism were downregulated (Figure 4B). 

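Over-representation was computed for 792 Reactome pathways of the mouse collection shipped with the fgsea package, adjusted over all of them in both directions. Among the genes higher in A1-treated MSCs, metabolism of nucleotides counted 34 of its 69 tested members, with 21.8 expected from the tested genes (adjusted p = 0.0190 from Fisher's exact test). Regulation of HSF1-mediated heat shock response counted 28 of 53, with 16.8 expected (adjusted p = 0.0132 from Fisher's exact test). Glycolysis counted 12 of 20, with 6.33 expected (adjusted p = 0.0670 from Fisher's exact test). The unfolded protein response pathway of this collection has 22 members, of which 14 were tested and 8 were higher, with 4.43 expected (adjusted p = 0.252 from Fisher's exact test). Among the genes lower in A1-treated MSCs, fatty acid, triacylglycerol and ketone body metabolism counted 45 of 77 tested members, with 23.9 expected (adjusted p = 2.53e-05 from Fisher's exact test). Cholesterol biosynthesis counted 18 of 22, with 6.84 expected (adjusted p = 5.14e-05 from Fisher's exact test). Bile acid and bile salt metabolism counted 9 of 14, with 4.35 expected (adjusted p = 0.0821 from Fisher's exact test). This collection has no pathway for metabolism of steroids as a whole. Its pathway for metabolism of steroid hormones and vitamin D counted 4 of 10, with 3.11 expected (adjusted p = 0.930 from Fisher's exact test). With the replicate number as a block, the adjusted p-values from Fisher's exact test were 0.0187 for nucleotides, 0.0132 for HSF1, 0.0690 for glycolysis, 0.254 for the unfolded protein response, 3.07e-05 for fatty acids, 5.44e-05 for cholesterol, 0.0886 for bile acids and 0.935 for steroid hormones, next to a correlation of 0.021 between samples of the same number. Restricting the lists to DEGs moved the upregulated pathways most, with an adjusted p of 1 from Fisher's exact test for nucleotides, HSF1 regulation and the unfolded protein response. For A1 + OVA-treated MSCs, Fisher's exact test gave adjusted p-values of 0.0315 for glycolysis, 0.00413 for bile acids and 0.0856 for HSF1 regulation. In the gene sets written from pathway knowledge, 15 of 18 tested glycolysis genes were higher with A1, with a median log2 fold change of 0.38 (adjusted p = 5.88e-05 from limma's camera). Of 31 nucleotide synthesis genes, 22 were higher, with a median of 0.36 (adjusted p = 0.000411 from limma's camera). The 22 cholesterol synthesis genes had a median of -0.94 (adjusted p = 1.12e-20 from limma's camera), the 24 fatty acid oxidation genes a median of -0.42 (adjusted p = 4.69e-07 from limma's camera) and the 18 tested bile acid genes a median of -0.34 (adjusted p = 0.00212 from limma's camera). With the block, limma's camera gave adjusted p-values of 8.02e-05, 0.000388, 2.9e-20, 7.38e-07 and 0.0017 for these sets in the same order. Estimating the correlation between genes from the data, in place of a fixed 0.01, moved the sets most, to adjusted p-values from limma's camera of 0.0689 for glycolysis, 0.0898 for nucleotide synthesis and 0.00132 for cholesterol synthesis.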

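Atf4, Atf6 and Xbp1 encode transcription factors of the UPR, and Hspa5 and Hyou1 encode chaperones of the ER. Atf4 (ENSMUSG00000042406, chromosome 15 of GRCm38 from 80255184 to 80257541) was expressed at 298 ± 8.26 CPM (SD, n = 4) in control MSCs and 393 ± 8.43 CPM (SD, n = 4) in A1-treated MSCs. Its log2 fold change was 0.40 (standard error 0.03, adjusted p = 1.97e-09 from edgeR's quasi-likelihood test). Atf6 (ENSMUSG00000026663, chromosome 1 from 170704674 to 170867771) rose from 80.9 ± 2.00 to 154 ± 4.78 CPM (SD, n = 4 each), a log2 fold change of 0.93 (standard error 0.04, adjusted p = 1.07e-14 from edgeR's quasi-likelihood test). Xbp1 (ENSMUSG00000020484, chromosome 11 from 5520659 to 5525893) rose from 102 ± 4.80 to 128 ± 4.98 CPM (SD, n = 4 each), a log2 fold change of 0.32 (standard error 0.04, adjusted p = 4.82e-07 from edgeR's quasi-likelihood test). The counts sum all transcripts of a gene and do not separate the spliced form of Xbp1. With A1 + OVA, the log2 fold changes of Atf4, Atf6 and Xbp1 were 0.37, 0.88 and 0.36. Hspa5 rose from 1636 ± 64.6 to 2448 ± 112 CPM (SD, n = 4 each) with A1, and Hyou1 from 183 ± 8.57 to 289 ± 8.82 CPM (SD, n = 4 each), with log2 fold changes of 0.58 and 0.66. Ddit3, which encodes CHOP, had a log2 fold change of -0.17 (standard error 0.08, adjusted p = 0.0638 from edgeR's quasi-likelihood test), and a single control sample stood apart from the other 3. With each of the 12 samples left out in turn, the log2 fold change stayed between 0.38 and 0.41 for Atf4, between 0.92 and 0.94 for Atf6, between 0.29 and 0.35 for Xbp1 and between -0.23 and -0.11 for Ddit3. With the replicate number as a block, the log2 fold changes of Atf4, Atf6 and Xbp1 were 0.40, 0.93 and 0.33, and samples of the same number had a correlation of 0.021. Targets of each factor were also tested as gene sets. The 28 tested ATF4 targets had a median log2 fold change of 0.28, with 17 higher and 1 lower (adjusted p = 8.1e-05 from limma's camera). The 21 XBP1 targets had a median of 0.36, with 18 higher (adjusted p = 5.88e-05 from limma's camera), and the 13 tested ATF6 targets a median of 0.32, with 12 higher (adjusted p = 0.000149 from limma's camera). In a broader set of 35 tested UPR genes, 27 were higher and 1 lower, with a median of 0.29 (adjusted p = 6.17e-05 from limma's camera, and 8.09e-05 with the block). With the correlation between genes estimated from the data, the adjusted p-values from limma's camera were 0.0689 for ATF4 targets, 0.0261 for XBP1 targets, 0.0726 for ATF6 targets and 0.0565 for the UPR genes.

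**Figure D1:**
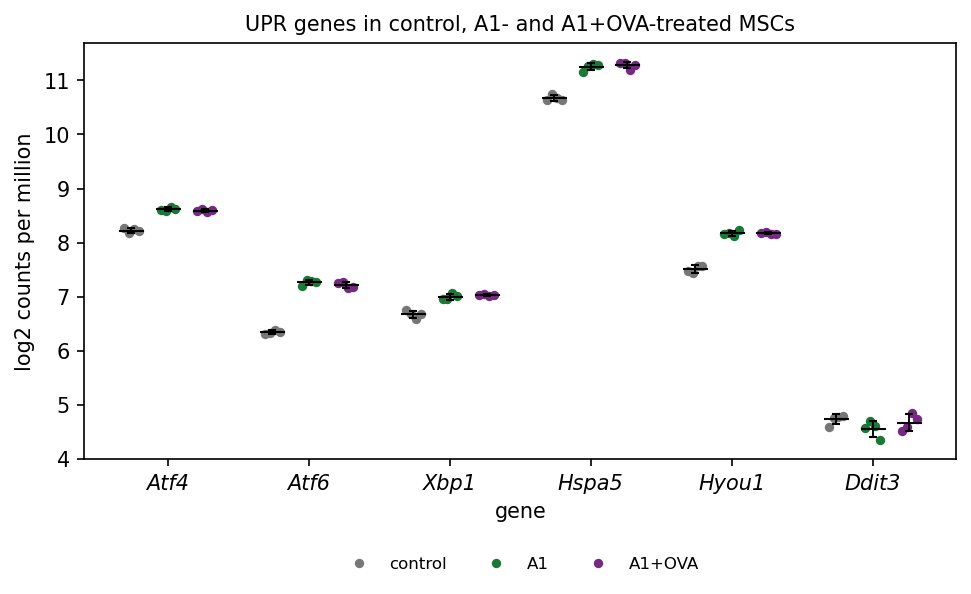
Expression of Atf4, Atf6, Xbp1, Hspa5, Hyou1 and Ddit3 in log2 CPM, with a dot for each of the 4 control, 4 A1-treated and 4 A1 + OVA-treated samples and bars for the mean and SD. The treated samples lie above the control samples for every gene but Ddit3, whose log2 fold change with A1 is -0.17.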

Since misfolded, damaged, or aggregated proteins can all lead to endoplasmic reticulum (ER) stress and UPR upregulation, including the expression of sensory pathways related to the ER stress such as ATF4, ATF6, and XBP1 (Figure 4C), a turbidity assay was conducted using OVA admixed with A1. As shown in Figure 4D, A1 on its own aggregates, an observation that was further enhanced when admixed with the OVA protein. Besides UPR-related changes (Figures 4C, S4C, and S5), molecular profiling of A1-treated cells revealed activation of interferon (IFN)-stimulated genes and interleukin (IL)-12 signaling (Figures 4A and S6A). 

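Interferon-induced genes were examined as a list of 44 genes written before the data were examined, of which 31 had enough counts to be tested. In A1-treated MSCs, 22 of the 31 genes were lower and 2, Adar and Ifi203, were higher than in control MSCs at an adjusted p-value under 0.05. Both higher calls were lost under some other settings, that of Ifi203 with the replicate block among others, and that of Adar with upper-quartile normalization and in 4 of the 12 fits that each left out one sample. The median log2 fold change of the list was -0.65 (adjusted p = 0.000411 from limma's camera), below the medians of all 10000 random lists of genes matched on mean expression. With the replicate number as a block, the median was -0.64 (adjusted p = 0.000365 from limma's camera), and samples of the same number had a correlation of 0.021. With the correlation between genes estimated from the data, the adjusted p from limma's camera was 0.106. With A1 + OVA, the median was -0.44 (adjusted p = 0.00353 from limma's camera), with 18 of the 31 genes lower and 1 higher. Ddx58 (ENSMUSG00000040296, chromosome 4 of GRCm38 from 40203773 to 40239828), which encodes the RNA sensor RIG-I, fell from 36.5 ± 1.41 to 17.0 ± 1.13 CPM (SD, n = 4 each), a log2 fold change of -1.11 (standard error 0.06, adjusted p = 6.41e-13 from edgeR's quasi-likelihood test). The log2 fold change of Irf7 was -1.33. Ifit1, whose reads the counting could have split among its paralogs, fell from 5.69 ± 0.698 to 2.65 ± 0.432 CPM (SD, n = 4 each). Isg15 reached at most 16 counts and was not significant (adjusted p = 0.187 from edgeR's quasi-likelihood test). In the Reactome collection, the antiviral mechanism by IFN-stimulated genes had 24 tested members, of which 8 were higher with 7.60 expected (adjusted p = 1 from Fisher's exact test) and 10 were lower with 7.46 expected (adjusted p = 0.614 from Fisher's exact test). Interferon gamma signaling had 26 of 47 tested members among the lower genes, with 14.6 expected (adjusted p = 0.00694 from Fisher's exact test). For IL-12 signaling, Il12rb1 (ENSMUSG00000000791, chromosome 8 from 70808449 to 70821424) rose from 5.76 ± 0.67 to 12.2 ± 1.21 CPM (SD, n = 4 each), a log2 fold change of 1.08 (standard error 0.10, adjusted p = 6.22e-09 from edgeR's quasi-likelihood test). In the A1 + OVA group a single sample stood apart in Il12rb1, and the log2 fold change there was 0.79. Tyk2 had a log2 fold change of 0.28 (standard error 0.07, adjusted p = 0.00212 from edgeR's quasi-likelihood test). Jak2, in which a single control sample stood apart from the others, had a log2 fold change of -0.29 (standard error 0.04, adjusted p = 3.34e-06 from edgeR's quasi-likelihood test). Il12rb2 had at most 8 counts in a sample and was not tested. Il12b had at most 1 count, and Il12a and Stat4 had 0, so that changes in these 3 genes were not detectable at this depth.

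**Figure D2:**
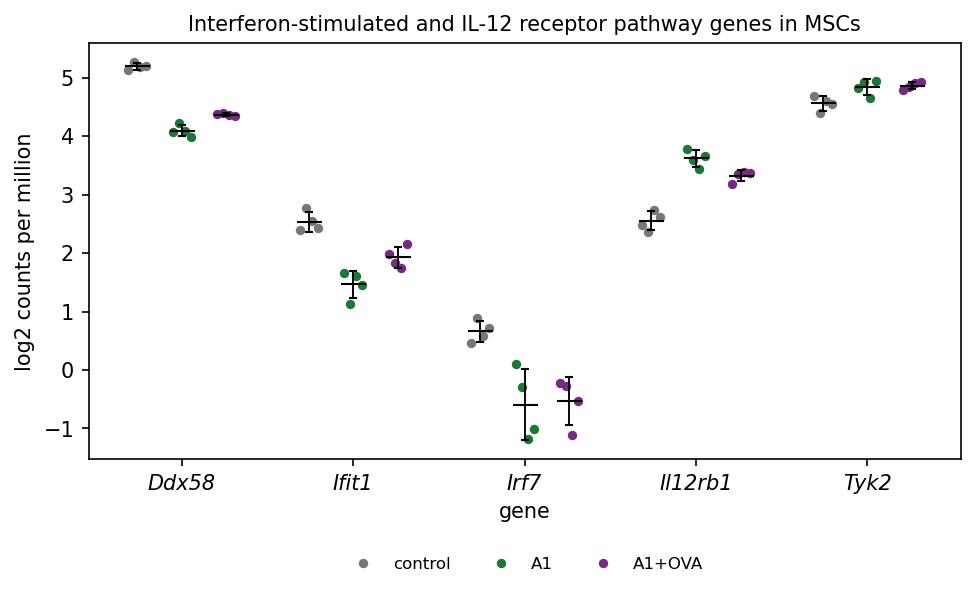
Expression of Ddx58, Ifit1, Irf7, Il12rb1 and Tyk2 in log2 CPM, with a dot for each of the 4 control, 4 A1-treated and 4 A1 + OVA-treated samples and bars for the mean and SD. A1-treated samples lie below control samples for Ddx58, Ifit1 and Irf7 and above them for Il12rb1.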

Consistent with these observations, secretome analysis using Luminex revealed increased secretion of pro-inflammatory mediators such as G-CSF, GM-CSF, IL-6, TNF-alpha, and IL-12 (Figure S6B). Based on the extensive impact of A1 on the molecular and physiological profile of MSCs, we elected to designate these cells as A1-reprogrammed-MSCs (ARMs).

**Figure 4:**
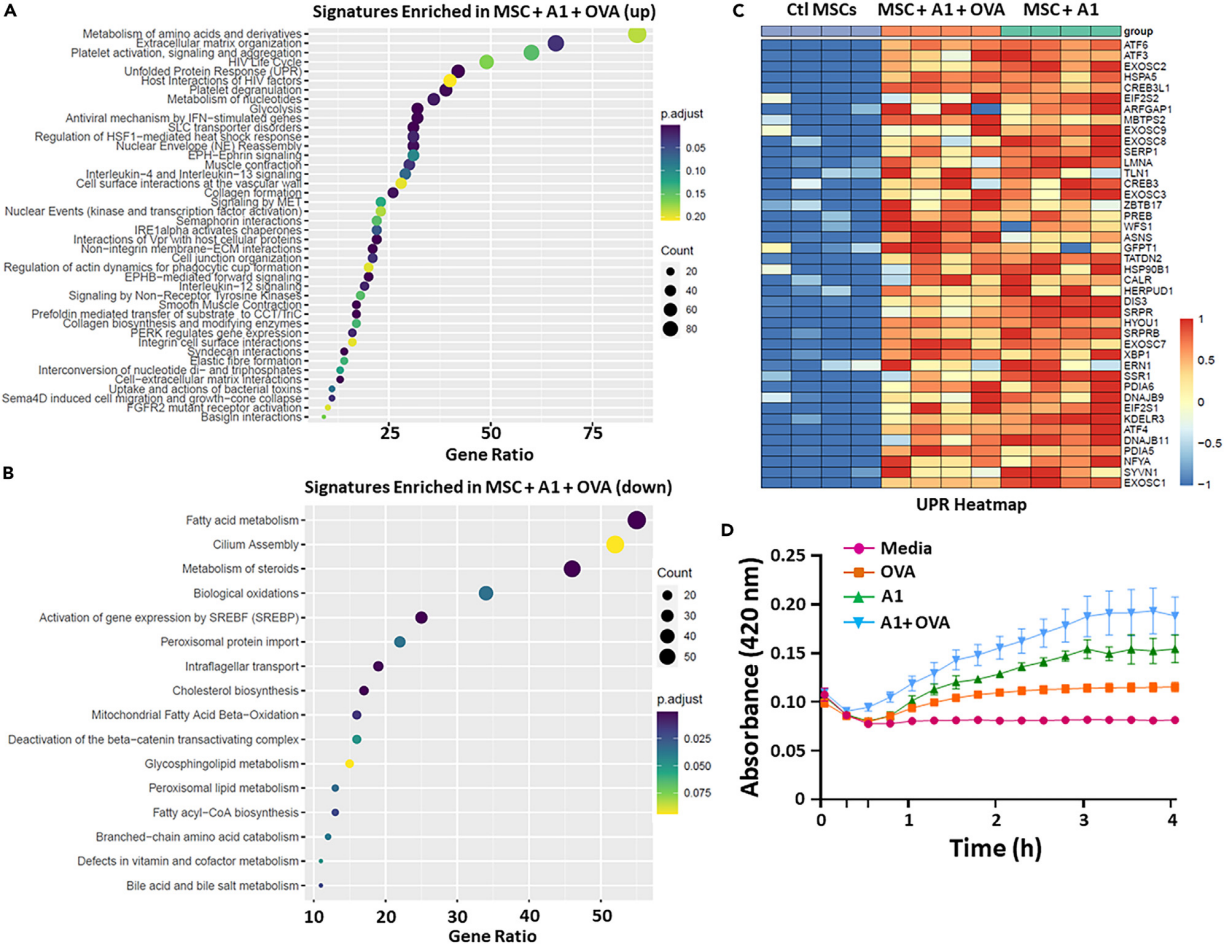
Molecular characterization of the ARMs List of top Reactome pathways that are enriched for both up-regulated (A) and down-regulated (B) genes in the A1 treated group versus control MSCs. The circle’s color corresponds to adjusted p values; the size of the circles corresponds to the ratio count of genes in the tested set. (C) A representative unfolded-protein response (UPR) heatmap displaying the genes that contribute the most to the pathway enrichment and modulated in response to A1 treatment (FDR <5%); gene expression is scaled between −1 and +1, followed by color code indicated in the figure. (D) A turbidity assay to evaluate the A1 capacity to form protein aggregation when mixed with the OVA protein. The groups and controls are depicted according to the color code. Results are presented as average mean with standard deviation (S.D.) error bars, and statistical significance is represented with asterisks: ∗*p* ˂ 0.05, ∗∗*p* ˂ 0.01, ∗∗∗*p* ˂ 0.001. See also Figures S4–S6.

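All 42 genes of the UPR heatmap were tested, and all 42 were higher in A1-treated than in control MSCs. At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 41 of them passed, both with the adjustment over all tested genes and with the adjustment over the 42 genes alone. Since the list was selected from these same data, the second count shows no stability. The exception was Gfpt1, with a log2 fold change of 0.08 (standard error 0.04, adjusted p = 0.0956 from edgeR's quasi-likelihood test). Over the 42 genes the log2 fold change ranged from 0.08 to 0.93 with a median of 0.33, and 9 genes exceeded 0.5. Atf3, at 3.62 ± 0.21 CPM (SD, n = 4) in control and 6.38 ± 0.75 CPM (SD, n = 4) in A1-treated MSCs, had a log2 fold change of 0.82. Calr, in which a single A1-treated sample stood apart from the other 3, had a log2 fold change of 0.11. In A1 + OVA-treated MSCs all 42 genes were higher at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, with a median log2 fold change of 0.33, and 7 genes exceeded 0.5.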

### Vaccination using ARM cells induce potent antitumoral responses

To evaluate the antitumoral capacity of the ARM cells, we conducted a series of vaccination studies against solid tumors. As illustrated in the experimental design (Figure 5A), SC delivery of syngeneic ARM cells was performed 3 days post-EG.7 tumor implantation followed by a second dose a week later as a monotherapy or in combination with anti-PD-1. In contrast to all tested conditions, co-administrating the ARM vaccine with anti-PD-1 elicits a prominent tumor control response (Figure 5B), with almost all mice (80%) surviving by day 40 (Figure 5C). When repeated under allogeneic settings, however, ARM administration as a monotherapy triggered a superior response (Figures 5D and 5E) compared to the same treatment group under syngeneic settings. Nevertheless, combining the allogeneic ARM cells with anti-PD-1 cured all treated animals (Figure 5D) with complete survival obtained by day 40 (Figure 5E). No differences in antitumoral responses were observed when allogeneic ARM cells were delivered using the SC versus IT route (Figures S7A and S7B). On the other hand, the ARM effector response was dose-dependent, with a loss in therapeutic potency observed using the 1 x 10^4^ cell dose (red line) in contrast to using 5 x 10^5^ cells (green line—Figures S7C and S7D).

**Figure 5:**
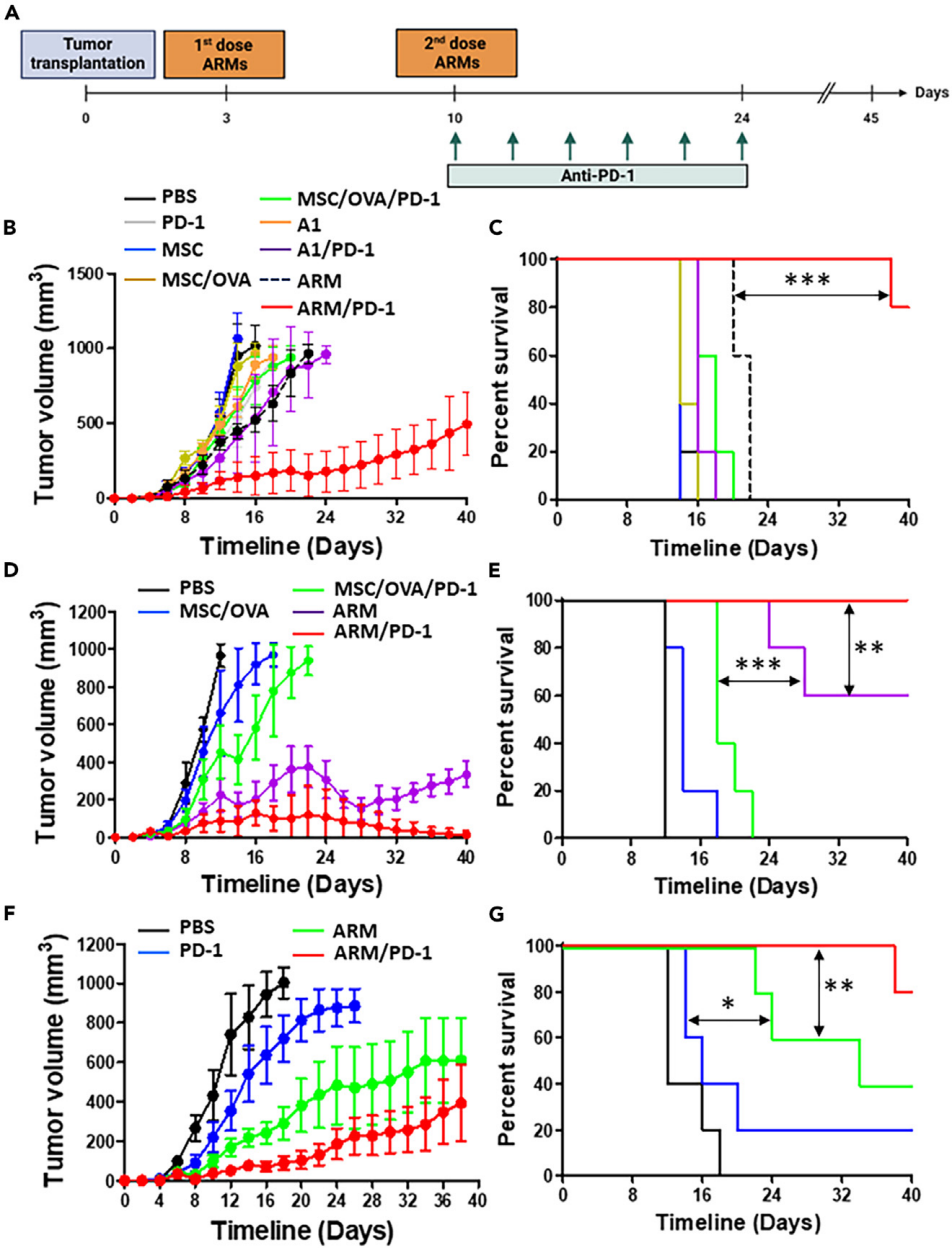
Therapeutic vaccination using the ARM vaccine can induce regression of established tumors (A) Experimental design represented by the timeline of the ARM therapeutic vaccination as a monotherapy or combination treatment approach with the ICI anti-PD-1. (B) Evaluation of E.G7 tumor growth in response to syngeneic ARM vaccination (MSCs were obtained from and administered to C57BL/6 mice). The group conditions are indicated by the color code. E.G7 is an OVA-expressing T cell lymphoma, and the protein OVA is used as the stimulating antigen. (C) Kaplan-Meier survival curve of the experiment shown in (B). (D) Evaluation of E.G7 tumor growth in response to allogeneic ARM vaccination (MSCs were obtained from BALB/c mice and administered to tumor-bearing C57BL/6 mice), using OVA as the stimulating antigen. (E) Kaplan-Meier survival curve of the experiment shown in panel D. (F) Evaluation of B16 tumor growth in response to allogeneic ARM vaccination using B16 lysate as stimulating antigen. B16 is a melanoma cell line, and the protein lysate of B16 cells was used as the pulsing antigen. (G) Kaplan-Meier survival curve of the experiment shown in (F). For panels (B–E), n = 5/group. PD-1 refers to the antibody anti-PD-1. Results are presented as average mean with standard deviation (S.D.) error bars, and statistical significance is represented with asterisks: ∗*p* ˂ 0.05, ∗∗*p* ˂ 0.01, ∗∗∗*p* ˂ 0.001. See also Figure S7.

All proof-of-concept studies conducted so far used OVA as a single pre-defined antigen. This approach may not be clinically viable for two main reasons. First, there is currently no known tumor-specific antigen (TSA) shared by a large portion of the population and capable of inducing potent antitumoral responses.^34^ Second, past studies showed that targeting a single antigen is most likely prone to elicit tumor editing/escape over time.^2^ Since we have a cell type capable of effectively cross-presenting soluble antigens, we elected to overcome these limitations using tumor lysate preparations. This approach not only allows the presentation of multiple unknown neoantigens or TSAs, but it also permits the generation of an immune response specific to each patient/cancer indication. When tested against the B16 melanoma model, for instance, the immune response generated following allogeneic ARM cell administration (monotherapy) effectively controlled tumor growth (Figure 5F) with 40% survival rate obtained over 40 days (Figure 5G). Co-administration with anti-PD-1, on the other hand, significantly improved the antitumoral response (Figure 5F), doubling therefore the survival rate (Figure 5G). Overall, our findings convey two important messages. First, the ARM vaccine can indeed induce potent antitumoral responses even when pulsed with tumor lysate. Second, the developed approach is versatile and can be adapted to different cancer types if given access to tumor tissues/biopsies.

### Dimerization improves the molecular stability of A1 while eliciting similar antitumoral effects

Throughout our studies, we noticed a decrease in A1 stability over time, most likely due to the oxidation of exposed amino acid residues. In addition, the manufacturing of the monomeric A1 form can result in the generation of non-specific “contaminants” that can impair its overall activity. To bypass these limitations, we engineered a dimer of A1, where two molecules are linked together through the NLS peptide (Figure 6A). The dimer remained active, and its ability to induce cross-presentation by MSCs was observed at a much lower dose (20 μM in contrast to 50 μM with the monomeric form) with a decrease in ARM viability at higher concentrations (Figure 6B). When tested in the context of therapeutic vaccination against the E.G7 lymphoma model, the response induced by the ARM vaccine was improved (60% versus 40% survival with the A1 monomer—Figure 5E) as a monotherapy and was further enhanced when combined with anti-PD-1 (Figures 6D and 6E). These results demonstrate that the A1 dimer is indeed active, requiring lower pulsing concentrations (20 μM compared to 50 μM) while improving the therapeutic potency of the allogeneic ARM vaccine.

**Figure 6:**
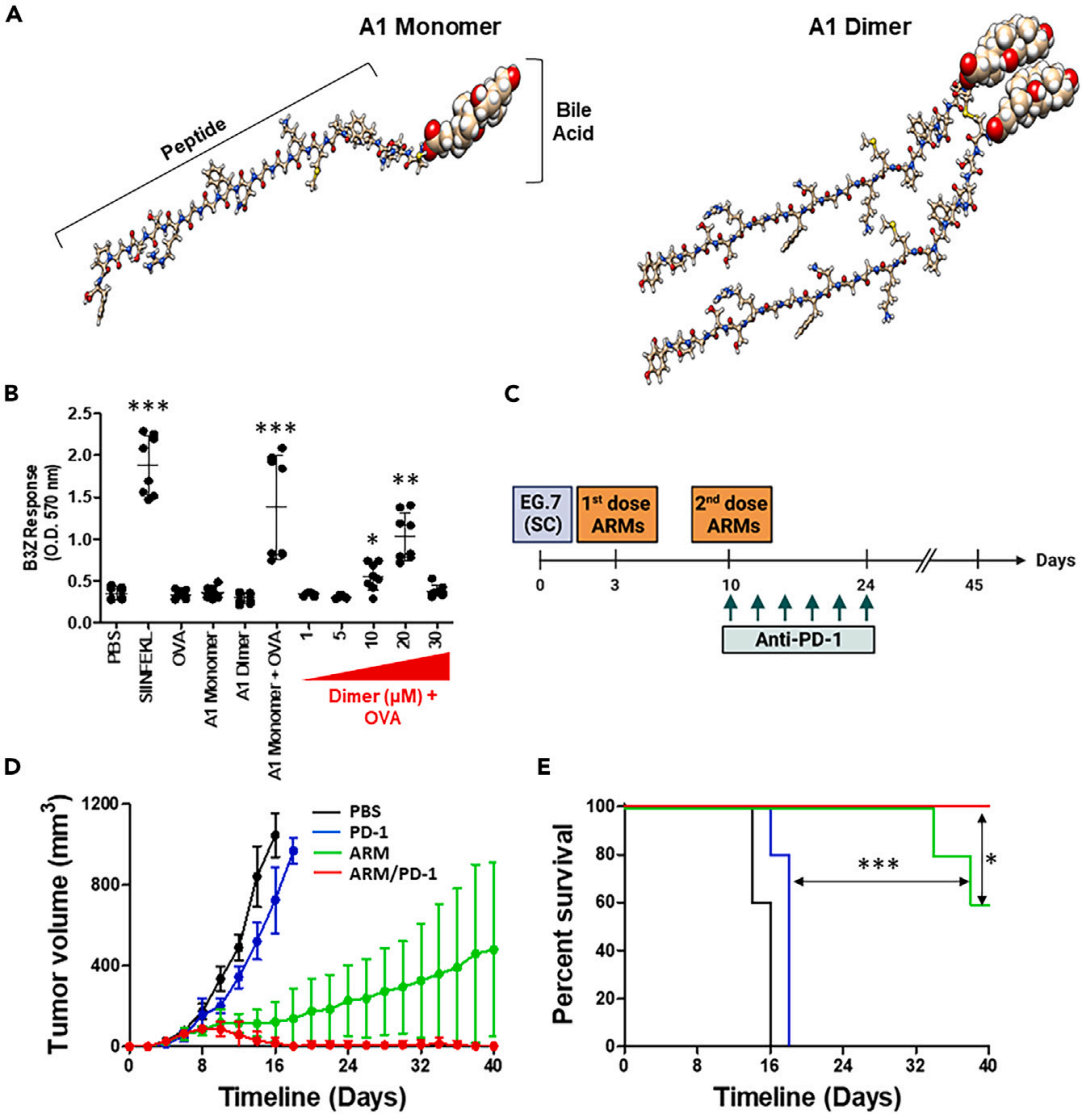
Optimizing the therapeutic potency of the ARM vaccine using a dimeric form of A1 (A) Structure of the A1 monomer (left) versus dimer (right). (B) Comparing the antigen cross-presentation capacities of ARM cells generated in response to the monomer versus different concentrations of dimer form of A1. (C) Experimental design used for the therapeutic vaccination used to test the ARM cells generated using the A1 dimer, as a monotherapy or combination treatment approach with the ICI anti-PD-1. (D) EG.7, an OVA-expressing T cell lymphoma, tumor growth in response to allogeneic ARM vaccination. The vaccination consisted of BALB/c MSCs pulsed with A1 dimer and the antigen OVA, administered to E.G7-bearing C57BL/6 mice. (E) Kaplan-Meier survival curve of the experiment shown in (G). For (B), n = 6/group. For (D and E), n = 10/group. Results are presented as average mean with standard deviation (S.D.) error bars, and statistical significance is represented with asterisks: ∗*p* ˂ 0.05, ∗∗*p* ˂ 0.01, ∗∗∗*p* ˂ 0.001.

## Discussion

While DC-based vaccination showed moderate therapeutic effects against cancer, their clinical use is hindered by their limited availability and associated manufacturing hurdles.^1^^,^^35^ Our study proposes an alternative vaccination platform utilizing the ARM cells, which not only synergize with immune checkpoint inhibitors leading to tumor regression and increased survival rates, but also offers a compelling and versatile strategy adaptable to the generation of a broader scope of cancer vaccines. More specifically, our strategy consists of pharmacological reprogramming MSCs to cross-present antigens. By admixing A1 with a defined or a set of mixed antigens (e.g., tumor lysate), protein aggregation takes place and is captured in endosomes by MSCs. At that stage, A1 stimulates NOX to produce ROS resulting in lipid peroxidation and cargo release in the cytosol. Since protein aggregation is seen as a “danger signal,” the cell responds through UPR upregulation, which ends up targeting captured proteins for proteasomal degradation. Generated peptides are then presented on the cell surface to responding CD8 T cells while the pro-inflammatory cytokine profile of ARM cells supports the ongoing immune response.

Besides enhanced antigen uptake and processing, one of the most salient observations made in this study relates to ROS production. Surprisingly, the origin of ROS was found to be unrelated to the mitochondria but instead involves NOX activation, a process previously described in cross-presenting cDC1.^25^^,^^26^^,^^27^ Intra-endosomal production of ROS in this context has two crucial advantages. First, it prevents endosomal acidification, which would impair protease activation, avoiding, therefore, non-specific degradation of the captured cargo.^25^^,^^26^^,^^27^ Second, ROS production triggers lipid peroxidation, which destabilizes and ruptures endosomal membranes, thereby releasing captured intact antigens into the cytosol.^24^ Intriguingly, the parent Accum molecule could not promote endosome-to-cytosol escape (Figure 2G) nor antigen cross-presentation in MSCs when admixed with the OVA antigen. This indicates a distinct gain of function for A1 related to ROS-induced endosomal disruption. Although our model provides direct links between A1, NOX activity, and ROS production, additional investigations are needed to confirm whether lipid peroxidation acts synergistically with an additional A1-induced membrane perturbation mechanism or if it is the sole inducer of endosomal disruption.

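The heat shock response was examined in the Reactome pathways named after HSF1 and in 25 heat shock genes chosen before the data were examined. In the pathway regulation of HSF1-mediated heat shock response, 24 of the 53 tested members were genes of the nuclear pore, of which 17 were higher in A1-treated MSCs and 0 lower. Of the other 29 members, 11 were higher and 6 lower. Without the nuclear pore genes, the pathway had an adjusted p of 0.814 from Fisher's exact test. The pathway HSF1-dependent transactivation had 7 of 18 tested members among the higher genes, with 5.70 expected (adjusted p = 0.878 from Fisher's exact test), and 4 among the lower. The 25 heat shock genes had a median log2 fold change of 0.13, with 13 higher and 4 lower (adjusted p = 0.201 from limma's camera, and 0.223 with the replicate number as a block, where samples of the same number had a correlation of 0.021). Hsf1 itself (ENSMUSG00000022556, chromosome 15 of GRCm38 from 76477422 to 76501913), which was added after its values were seen, rose from 39.1 ± 2.85 to 44.7 ± 2.15 CPM (SD, n = 4 each), a log2 fold change of 0.20 (standard error 0.06, adjusted p = 0.00394 from edgeR's quasi-likelihood test). With each sample left out in turn, its log2 fold change stayed between 0.15 and 0.24. Hspa4l rose from 44.0 ± 3.80 to 70.3 ± 4.48 CPM (SD, n = 4 each), a log2 fold change of 0.67. Hspd1, which has processed pseudogenes that the counting could have given part of its reads, had a log2 fold change of 0.43. Hsph1 had a log2 fold change of -0.16 (standard error 0.04, adjusted p = 0.00183 from edgeR's quasi-likelihood test). Hspa1b, whose reads the counting could have split with its near-identical copy Hspa1a, had a log2 fold change of -0.28 (standard error 0.08, adjusted p = 0.00382 from edgeR's quasi-likelihood test).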

Transcriptomic analysis revealed that A1 triggers the upregulation of both the heat shock factor 1 (HSF1) and UPR, two key players in cellular stress response and the re-establishment of protein homeostasis. Proteostasis is a vital cellular process and is tightly regulated to avoid problems that could lead to cellular dysfunction and/or death.^36^ The conducted turbidity assay, combined with UPR, corroborates the hypothesis that A1 induces protein aggregation.^36^ In consequence, UPR activation has two possible outcomes: restoring homeostasis or inducing apoptosis.^37^ Interestingly, the ubiquitin-proteasome system is tightly related to ER stress.^38^ Hence, stimulation of the proteasomal machinery could lead to the activation of antigen presentation machinery,^39^ contributing to the efficiency of ARM cells in cross-presenting antigens. In cross-presenting CD8α^+^ DCs, constitutive activation of ER genes was found to be essential for maintaining proper protein homeostasis, particularly during increased demands for cytokine and MHC production,^40^^,^^41^ which correlates to the efficiency in their role as professional APCs. Although we did not observe an increase in MHC expression, our secretome analysis unveiled an increase in the secretion of various cytokines by ARM cells some of which exhibiting pro-inflammatory functions. This could suggest a connection between ER signaling and the antigen-presenting capabilities of the ARM cells, resembling professional APCs.

The crosstalk between ER stress, UPR, and lipid metabolism has been debated in the literature.^42^^,^^43^ Beyond the classical view that the UPR induces upregulation of lipogenesis to support ER membrane extension, recent studies demonstrated how the UPR could also have implications in lipid and sterol synthesis, promoting lipolysis by activation of intermediary sensors in the UPR pathway that alter lipid enzymes.^43^^,^^44^ Moreover, it is possible that A1-induced lipid peroxidation leads to cytosolic lipid accumulation, causing a state of lipid overload and downregulation of fatty acid metabolism. The structure of the A1 molecule, containing cholic acid, may also play a role in reducing cholesterol biosynthesis as a response to lipid overload since cholesterol is a precursor of cholic acid, potentially resulting in the impact observed in bile acid metabolism. As a result, various cellular events may have induced lipid-related pathways to reduce lipid accumulation and restore cellular homeostasis.

The MSC mode of action remains a highly debated topic within the field of cell therapy.^13^ Initially, the therapeutic function of MSCs as immunosuppressants was attributed to their secretome.^13^^,^^45^ However, elegant studies have shown that MSCs undergo apoptosis after administration, either in a nonspecific manner through bystander effect of activated cytotoxic cells^46^ or by events unrelated to cell function, such as nutrient/growth factor deprivation and mechanical stressors.^47^ Then, apoptotic MSCs attract phagocytes, which capture their particles for clearance through efferocytosis. This process was demonstrated to be required for MSC’s therapeutic effect.^46^^,^^47^ In the ARM vaccination scenario, it is possible to stipulate that allogeneic ARMs undergo apoptosis and phagocytes capture them, process them, and present their peptides, subsequently interacting with host-derived responding T cells. The role of MSC efferocytosis is further supported by a study from our group showing how IRMs (genetically modified MSCs expressing the immunoproteasome complex) could have their antitumoral therapeutic effect hindered by the depletion of phagocytes.^48^ It is also possible that the cellular stress induced by the A1 molecule turns the ARMs more prone to apoptosis after their administration to the host, which could contribute to their therapeutic benefit.^47^ Although the ARM cells may not directly activate cytotoxic cells, their ability to cross-present antigens make them effective vehicles for transporting processed tumor antigens, initiating a cascade of cell activation, and eliciting a robust immune response against solid tumors. Nevertheless, the superior response observed in allogeneic versus syngeneic vaccination settings may be attributed to the more efficient mobilization of phagocytes due to allorecognition. The latter hypothesis is supported by the fact that allogeneic vaccination increases the immunogenicity of cancer vaccines.^49^^,^^50^ Furthermore, the use of allogeneic cell-based vaccines offers manufacturing advantages, positioning the ARM cells as a potential versatile off-the-shelf vaccine.

Despite the yet unclear mechanism of action of the ARM vaccine and its role as an antigen carrier, it is evident that combinatorial treatment with anti-PD-1 enhances the immune response against transplanted tumors in mice. T cell activation is an intricately regulated process involving peptide-MHC engagement of the T cell receptor and other stimuli. However, upon activation, coinhibitory checkpoints, including PD-1, can be induced to regulate T cells, hindering their antitumoral activity during encounters with PD-L1-expressing cancer cells.^51^ While PD1 pathway inhibitors have revolutionized cancer treatment, incomplete responses in the majority of patients^52^ suggest that combinatorial treatments may enhance or restore immunotherapy potential.^51^ The observed enhanced antitumoral response in the combination therapy group (ARM vaccine and anti-PD-1) implies a synergistic effect. This could be attributed to the engagement of a new repertoire of T cells induced by the ARM vaccine, coupled with the prevention of T cell inhibition by targeting the PD-1 inhibitory pathway. This encourages further assays to be performed to investigate ARM’s effects *in vivo* and CD8 T cell activation, along with assessing the contribution of checkpoint blockade, thereby characterizing the interplay among the therapies.

In sum, utilizing cells from unrelated donors allows the establishment of a predefined “master” and/or “working” cell banks, readily available for patient use is an appealing cell therapy modality.^53^^,^^54^ This eliminates the need for obtaining and expanding MSCs for each patient, which would require specialized infrastructure and skilled personnel at every treatment center, thereby streamlining the treatment process and decreasing the number of invasive procedures.^53^ The personalized and simplified off-the-shelf approach proposed in this study holds promise for tailoring treatments to individual patients and tumor types while offering manufacturing advantages. It further lays the groundwork for further optimization and demands future investigations to unravel the precise mechanism of action, paving the way for potential advancements and applications in the future.

### Limitations of the study

While this study provides a promising candidate for cancer vaccine development, there are certain limitations and high potential for further exploration. For example, the used *in vitro* antigen presentation assays do not provide a definitive confirmation that T cell activation will take place *in vivo.*^29^ Similar *in vitro* antigen cross-presentation assay models also do not confirm that the analyzed cells are indeed cross-presenting protein directly to T cells *in vivo*. To address these concerns, future studies would include analysis of the T cell population post-vaccination and immunopeptidome studies, respectively. Additional studies investigating the impact of administrating clodronate to induce phagocyte depletion as a means to assess its impact on efferocytosis contribution to vaccination outcomes are needed.^48^ Furthermore, the study reveals the role of A1 in inducing endosomal break, however, a deeper understanding of the mechanistics related to this capacity requires further investigation. Moreover, this vaccination strategy should be assessed in different cancer models, focusing on solid tumors as they facilitate antigen acquisition through cell lysates from tumor surgical resections for stimulation, and on human MSCs, to pave the road for future clinical applications.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Alexa Fluor® 647 Mouse Anti-Mouse H-2K[b]	BD Biosciences	Cat# 562832; RRID: AB_2737824
Alexa Fluor® 647 Rat Anti-Mouse I-A/I-E	BD Biosciences	Cat# 562367; RRID: AB_11152078
RecombiMAb anti-mouse PD-1 (CD279)	BioXCell	Cat# CP157; Clone: RMP1-14-CP157
CD44	BD Biosciences	Cat# 561862; RRID: AB_398661
CD45	BD Biosciences	Cat# 553081; RRID: AB_394611
CD73	BD Biosciences	Cat# 567215; Clone TY/11.8
CD90	BD Biosciences	Cat# 561409; RRID: AB_10683163

**Chemicals, peptides, and recombinant proteins**		

Accutase®	Sigma-Aldrich	Cat# A6964
Albumin from chicken egg white	Sigma-Aldrich	Cat# A5503-50G
Annexin V Binding Buffer	BioLegend	Cat# 422201
APC Annexin V	BioLegend	Cat# 640920
Bradford Protein Assay Dye Reagent Concentrate	Bio-Rad	Cat# 5000006
Chlorophenol red-β-D-galactopyranoside (CPRG)	Sigma-Aldrich	Cat# 10884308001
Cytochrome c from equine heart	Sigma-Aldrich	Cat# C2506
Dihydroethidium (DHE)	Invitrogen	Cat# D11347
Diphenyleneiodonium Chloride (DPI)	Sigma-Aldrich	Cat# 300260
DL-alpha-Tocopherol	ThermoFisher	Cat# A17039-18
Dp44mT	Sigma-Aldrich	Cat# SML0186
DQ™ Ovalbumin	Invitrogen	Cat# D12053
MitoTEMPO	Sigma-Aldrich	Cat# SML0737
ML171	Millipore Corp	Cat# CAS 6631-94-3
N-Acetyl-L-cysteine	Sigma-Aldrich	Cat# A7250
Ovalbumin, Alexa Fluor™ 647 Conjugate	Invitrogen	Cat# O34784
SIINFEKL peptide	GenScript	Cat# RP10611

**Critical commercial assays**		

RNeasy Mini Kit	QIAGEN	Cat# 74104
EasySep Mouse CD8a Positive Selection Kit	StemCell Technologies	Cat #: 18753
EasySep Mouse CD8a Positive Selection Kit II	StemCell Technologies	Cat#:18953
Mouse IFN-gamma Quantikine ELISA Kit	R&D systems	Cat#: MIF00

**Deposited data**		

Wild-type MSCs versus ARM cells RNA-seq data	Gene Expression Omnibus	Accession "GSE247278"

**Experimental models: Cell lines**		

Mouse: E.G7-OVA [derivative of EL4]	ATCC	Cat# CRL-2113; RRID: CVCL3505
Mouse: B16-F0	ATCC	Cat# CRL-6322; RRID: CVCL_0604
Mouse: B3Z	Gift from Dr. Etienne Gagnon	N/A

**Experimental models: Organisms/strains**		

Mouse: BALB/cAnCrl	Charles River	Strain code: 028
Mouse: C57BL/6NCrl	Charles River	Strain code: 027
Mouse: OT1 (C57BL/6-Tg(TcraTcrb)1100Mjb/J)	The Jackson Laboratory	Strain code: 003831

**Software and algorithms**		

FlowJo™ v10	FlowJo	https://www.flowjo.com/solutions/flowjo/downloads
GraphPad Prism	Dotmatics	https://www.graphpad.com/
BioRender	BioRender	https://www.biorender.com/
Bioinformatics software(s)	R statistical programming, Other packages: Ggplot2 ClusterProfiler	https://cran.r-project.org/web/packages/ggplot2/index.html https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html

**Other**		

Amicon® Ultra-15 Centrifugal Filter Unit	Millipore	Cat# UFC910024

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Moutih Rafei ().

#### Materials availability

Some of the reagents used in this study will be made available on request, but we may require a payment and/or a completed Materials Transfer Agreement if there is potential for commercial application.

#### Data and code availability

• RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.
• This paper does not report an original code. Any analyses applied are based on previously available software and established R packages, primarily, custom R scripts (https://www.R-project.org/), ggplot2 and clusterprofiler (PMID: 22455463).

### Experimental model and study participant details

#### Mice strains

For all experiments, six- to ten-week-old female C57BL/6 and BALB/c were purchased from Charles River (Senneville, QC, Canada). Six- to ten-week-old female OT-I mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA). The mice were housed and maintained in accordance with the guidelines approved by the Animal Care Committee of Université de Montréal in a pathogen-free environment at the animal facility of the Institute for Research in Immunology and Cancer (IRIC). Animal protocols were approved by the Animal Care Committee of Université de Montréal (protocol # 22-065).

#### Cell lines

B16F0 and E.G7 cells were purchased from ATCC. B16F0 cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS. E.G7 and B3Z cells were cultured in RPMI 1460 supplemented with 10% FBS, 50 U/mL Penicillin-Streptomycin, 2 mM L-glutamine, 10mM HEPES, 1mM Sodium Pyruvate, and 0.5 mM β-Mercaptoethanol. E.G7 were kept under selection using 0.4 mg/ml of G418. All cells were maintained at 37°C in a 5% CO2 incubator. All cell culture media and reagents were purchased from Wisent Bioproducts (St-Bruno, QC, Canada).

#### Generation of bone-marrow-derived MCSs

Wild type bone marrow derived MSCs were collected as previously detailed.^12^ To obtain MSCs, the bone marrow was obtained from the femurs of 6-8 weeks old female C57BL/6 or BALB/c mice by flushing with Alpha Modification of Eagle’s Medium (AMEM) supplemented with 10% FBS, and 50 U/mL Penicillin-Streptomycin in 10 cm^2^ cell culture dish. After 48 hours, non-adherent cells were removed by changing the media after 24 hours followed by gently changing the median every 3 to 4 days.^55^ When the cells reached 80% confluency, adherent cells were collected using 0.25% Trypsin and expanded until forming a homogenous population before their assessment for the expression of surface markers CD44, CD45, CD73, and CD90, using flow cytometry. The confirmed MSCs were expanded and stored in liquid nitrogen at passage number 9 or 10. The pleiotropic differentiation capacity of generated MSCs was evaluated by inducing their osteogenic and adipogenic differentiation as reported previously.^55^ Osteogenic differentiation of MSCs was induced by plating them at 60% confluency, once adherent, the cells were cultured for 3-4 weeks in AMEM media supplemented with 10% FBS in addition to β-glycerol phosphate (10 mM), dexamethasone (10-8 M), and ascorbic acid 2-phosphate (5 μg/mL), changing the media every 2-3 days.^56^ Thereafter, osteogenic differentiation was validated by staining calcium deposits using Alizarin Red S. by washing the cells using with phosphate-buffered saline (PBS), followed by incubation for 5 minutes in 2% Alizarin Red S solution (pH adjusted to 4.1 using ammonium hydroxide), then rinsed with distilled H_2_O.^55^ For adipogenic differentiation, the MSCs were plated at 50% confluency then kept in AMEM supplemented with 10% FBS, indomethacin (46 μM), 3-isobutyl-methylxanthine (0.5 mM), dexamethasone (1 μM), and insulin (10 μg/mL), changing the media twice during 7 days.^57^ At the end of the differentiation period, oil droplets within differentiated adipocytes were visualized using Oil Red O. The cells were first fixed for 1 hour, at room temperature with 4% paraformaldehyde, followed by staining for 10 minutes using Oil Red O solution. The solution was prepared by mixing Oil Red O (dissolved at 3.75% in isopropanol) and 2 parts distilled H_2_O. At the end of incubation time, the cells were rinsed with distilled H_2_O.^55^^,^^56^ The cells were visualized via transmitted light and imaged using EVOS® FL cell imaging microscope (Thermo Fisher Scientific).

#### Vaccination studies

To generate the cellular vaccine, the MSCs were pulsed with fresh media containing 0.5-1 mg/ml of stimulating antigen with or without A1 (A1 monomer: 50 μM; A1 dimer: 20 μM) for 6 hours. At the end of pulsation time, the cells were washed with PBS, detached using Accutase®, then counted and washed three times with PBS, then resuspended to obtain 5 x 10^5^ cells in 100μl. Tumor cells were similarly counted and washed three times using PBS. The cells were kept on ice prior to injection. To evaluate the therapeutic properties of the vaccine under syngeneic regimen, female C57BL/6 mice (n=5-10/group) were subcutaneously (SC) injected with 5 x 10^5^ E.G7-OVA cells at day 0 on the hind. At days 3 and 10, the mice were intratumorally (IT) or SC-injected (near the tumor) with 5 x 10^5^ MSCs pulsed with 1 mg/ml of OVA and 50 μM A1 monomer. Control animals received 5 x 10^5^ tumor cells alone. To assess the effectiveness of the therapeutic vaccine as a combination therapy with immune-checkpoint inhibitor anti-PD-1, starting day 10, the mice start receiving intraperitoneal (IP) injections of the antibody or its isotype at 200 μg/per dose every 2 days for a total of 6 doses over two weeks. For allogeneic vaccination, three groups tested had C57BL/6 mice transplanted with E.G7-OVA followed by vaccination using BALB/c-derived MSCs, pulsed for 6 hours either with: i) 1 mg/ml of OVA and 50 μM A1 monomer, ii) 0.5 mg/ml of B16-lysate and 50 μM A1 monomer, or iii) 1 mg/ml of OVA and 20 μM A1 dimer. All animals were followed for tumor growth using a digital caliper for 6 weeks or until reaching endpoints (ulceration or a tumor volume ≥ 1000 mm^3^).

### Method details

#### Phenotypic analysis by flow cytometry

For phenotypic confirmation of cell surface markers, the cells were collected, counted, and washed with PBS twice. To stain surface markers, the cells were resuspended at the density of 10^5^ cells/ml in cold 2% FBS in PBS and incubated with flow cytometry antibodies or their isotypes diluted according to manufacturer’s instructions for 30 min at 4°C in the dark. To remove excess antibodies, the stained cells were washed twice with cold 2% FBS in PBS buffer. Finally, the cells were resuspended in 400μl of cold 2% FBS in PBS and kept on ice in the dark until they were acquired by BD FACS Diva on CANTOII. The obtained data was analyzed using FlowJoV10.

#### Antigen cross-presentation assay

To screen the different Accum™ analogues for effect on MSCs ability to act as APC, a cross-presentation assay was used where 25 x 10^3^ MSCs were seeded per well in a 24-well plate. On the following day, the cells were pulsed by adding fresh media containing 1 mg/ml of OVA in addition to different Accum® variants (at 50 μM). At the end of the pulsing period, the cells were washed with PBS, then 5 x 10^5^ B3Z cells were added per well. The co-culture was incubated for 17-19 hours. The media was then removed, and the cells washed once with PBS and lysed using lysis buffer (tris base, CDTA, glycerol and triton X-100) and shaken for 20 minutes at room temperature. Cell lysate is then incubated with a CPRG solution (containing CPRG, disodium phosphate, monosodium phosphate, potassium chloride, magnesium sulfate) protected from light- for 24 hours at 37°C.^33^ The optical density signal was detected at wavelength 570 nm using a SynergyH1 microplate reader (Biotek, Winooski, VT, United States). For the assay using OT-T-derived CD8 T cell, the cells were seeded at 25 x 10^3^ cells per well in a 24-well plate. On the following day, the cells were washed and pulsed with the antigen of interest (1 mg/ml of OVA or 1 μg/ml of the SIINFEKL peptide). At the end of the pulsing period, the cells were washed to remove excess antigen and co-cultured with 10^6^/ml CD8 T-cells purified from the spleen of OT-I male mice (6-10 weeks old) using the CD8α^+^ positive isolation kit according to the manufacturer’s protocol. After 72 hours, supernatants were collected, and centrifuged for 5 min at 1500 rpm, 4°C. Clear supernatants were used to quantify IFNγ levels by ELISA (R&D).

To evaluate the effects of ROS neutralization on A1-induced cross-presentation, the same antigen cross-presentation assay described above was performed with the selected inhibitors added at the same time as the A1 molecule. After 6 hours of incubation, the cells were washed and 5 x 10^5^ B3Z cells were added per well. In addition to using NAC (5 mM) as a general ROS inhibitor, MitoTEMPO (10 μM) was used as a specific mitochondrial ROS inhibitor whereas α-tocopherol (2 mM) was tested as a blocker for lipid peroxidation.

#### Monitoring antigen uptake and processing

To evaluate OVA uptake, 5 x 10^4^ MSCs were seeded per well in a 12-well plate. On the following day, the cells were first treated with 1 μg/ml of Alexa Fluor® 647-conjugated OVA admixed with the Accum® variant A1 for 3 hours at 37°C. The cells were then detached, collected, and washed with cold PBS containing 2% FBS and assessed for their fluorescence intensity by flow cytometry. To evaluate antigen processing, MSCs were incubated with 10 μg/mL DQ® ovalbumin admixed with A1 at 37°C. One hour later, cells were washed, and regular media was added for 3 hours. At the end of the indicated incubation, cells were collected and washed with cold PBS containing 2% FBS. Fluorescence was monitored using BD FACS Diva on CANTO II.

#### Assessing endosomal escape

Endosomal leakage was assessed using an apoptosis assay described previously.^24^ Briefly, 10^5^ MSCs were seeded per well in a 6-well plate and supplemented with 10 mg/ml of exogenous Cyt-C for 6 hours at 37°C in the presence or absence of A1 (50 μM). At the end of incubation period, the cells were collected using Accutase®, washed with ice-cold PBS, then stained for Annexin-V according to the manufacturer’s instructions prior to analysis using BD FACS Diva on CANTO II.

#### Evaluating ROS production

Production of ROS in MSCs was evaluated by DHE staining. Briefly, in a 12-well plate, 25 x 10^3^ cells were seeded per well. After 24 hours, the cells used as a positive control were treated with 2.5 μM of Dp44mT ROS-inducing agent, for 24 hours. Correspondent wells were treated with 50 μM A1 in the presence or absence of 1 mg/ml of OVA for 6 hours. The negative control was treated for 1 hour with 20 mM of NAC, a general cysteine donor. After incubation, the cells were washed with PBS, collected with trypsin, washed with ice-cold 2% FBS in PBS solution, then stained with DHE 10 μM (diluted in PBS) for 30 minutes at 37°C. After staining, cells were washed once with ice-cold2% FBS in PBS solution. The stained cells were resuspended in 2% FBS in PBS solution and kept on ice in the dark to be analyzed by BD FACS Diva on CANTO II within 1 hour.

#### Turbidity assay

To assess the level of aggregate formation a turbidity assay was used were OVA solution and A1 were admixed in serum-free AMEM to obtain 1mg /ml OVA and 50 μM A1 mixture. The turbidity was then evaluated vs AMEM alone, 1mg/ml OVA alone or 50μM A1 alone by transferring 100μL of each sample to a polystyrene flat bottom 96-well plate in 6 replicates. The wavelength for measurement was defined according to the examination of the absorbance spectra of the buffer (serum-free AMEM), in which no significant peak was observed. Thus, turbidity was assessed at 420 nm using a Synergy H1 microplate reader (BioTek). The plates were incubated at 37°C and shaken for 5 seconds before each reading. Absorbance was measured every 15 minutes. The experiment was conducted 4 times with 6 technical replicates for each condition.

#### Cytokine and chemokine analysis

To assess the profile of cytokine and chemokine production, 15 cm cell culture dishes containing MSCs at 70% confluency were grown in serum-free AMEM for 24 hours at 37°C and 5% CO_2_. MSCs were then treated with 50 μM of A1 in serum-free AMEM for 6 hours. The post-treatment supernatant was collected and kept at 4°C, and fresh serum-free AMEM was replenished without A1. After 24 hours of the initial A1 treatment, the supernatant was collected and added to the previous collection. All collected supernatant was combined and concentrated 80x using the Amicon Ultra-4 centrifugal filters (3000 NMWL) for 1 hour at 4°C at 4500 x g. Collected concentrates were then aliquoted and frozen at -80°C until shipped to EveTechnologies (Calgary, AB, Canada) for cytokine/chemokine assessment by Luminex.

#### Generation of B16 tumor lysate

To prepare cell lysates, cultured B16 cells were collected using 0.05% trypsin then washed 3 times with PBS in centrifugation cycles of 1000 rpm for 10 min to remove traces of FBS. Washed cells were kept as a pellet at -80°C until lysis. For the lysis procedure, the cell pellet was subjected to 5 cycles if freezing in liquid nitrogen followed by thawing (at 37°C) cycles, with complete homogenization with vortex/shaking conducted before every freezing/thawing step. The final solution was centrifuged for 10 min at 4500 x g at 4°C and the protein lysate supernatant was collected, quantified, aliquoted and stored at -80°C until further use. Protein quantification was performed using Bio-Rad Protein Assay (Bio-Rad) according to manufacturer instructions.

### Quantification and statistical analysis

#### RNA-seq and Bioinformatic analysis

For RNA-seq, MSCs were treated with 50 μM A1 alone or 50 μM A1 + 1 mg/ml OVA for 6 hours. At the end of treatment period, the cells were detached, washed, and collected to extract their RNA using the RNeasy Mini Kit (QIAGEN). Quantification of total RNA was made by QuBit (ABI), and 500 ng of total RNA was used for library preparation. The quality of total RNA was assessed with the BioAnalyzer Nano (Agilent), and all samples had a RIN above 8. Library preparation was done with the KAPA mRNAseq stranded kit (KAPA, Cat no. KK8420). Ligation was made with 9 nM final concentration of Illumina index, and 10 PCR cycles were required to amplify cDNA libraries. Libraries were quantified by QuBit and BioAnalyzer. All libraries were diluted to 10 nM and normalized by qPCR using the KAPA library quantification kit (KAPA; Cat no. KK4973). Libraries were pooled to equimolar concentration. Sequencing was performed with the Illumina Hiseq2000 using the Hiseq Reagent Kit v3 (200 cycles, paired-end) using 1.7 nM of the pooled library. All Fastq files (strand-specific sequencing, N=4 per group) were aligned to GRCm38 (mouse genome Ensembl release 102) with STAR (v2.7). Raw reads mapping to genomic features (summarized per gene) were extracted with featureCounts (strand-specific option). Expression matrices were filtered, genes with very low counts were removed, and protein-coding genes were kept for further analyses. Gene expression in both Accum-A1- and A1 + OVA-treated MSCs was compared to BM-derived MSC controls with DESeq2 to generate a ranked list of differentially expressed genes based on the log2 fold change. Gene set enrichment on either ranked lists of genes or a number of significantly up-or down-unregulated genes perturbed by A1 alone or admixed with Accum A1 variant compared to MSC controls were performed using the Reactome collection of pathways. The variance stabilizing transformation was applied to gene expression matrices prior to visualization. If not mentioned in the text, the significance threshold is set to 5% after p-value adjustment with the Benjamini–Hochberg method to control for false positives among differentially expressed genes (DEGs). All custom scripts, including the prediction of putative targets, were written in R programming and statistical language. Data visualization was made with ggplot2, enrichplot, Upset plots, and Pheatmap R functions.

#### Quantification and statistical analysis

*p-*values were calculated using one-way analysis of variance (ANOVA) or Log-rank test for animal survival experiments. Results are represented as average mean with standard deviation (S.D.) error bars, and statistical significance is represented with asterisks: ∗*p* ˂ 0.05, ∗∗*p* ˂ 0.01, ∗∗∗*p* ˂ 0.001.

# Supplementary material for: A1-reprogrammed mesenchymal stromal cells prime potent antitumoral responses
**Source:** iScience. 2024 Feb 17;27(3):109248. doi: 10.1016/j.isci.2024.109248
**Supplement:** Document S1. Figures S1–S7

## **Supplemental information**

### **A1-reprogrammed mesenchymal stromal cells prime potent antitumoral responses**

**Marina Pereira Gonçalves, Roudy Farah, Jean-Pierre Bikorimana, Jamilah Abusarah, Nehme EL-Hachem, Wael Saad, Sebastien Talbot, Daniela Stanga, Simon Beaudoin, Sebastien Plouffe, and Moutih Rafei**

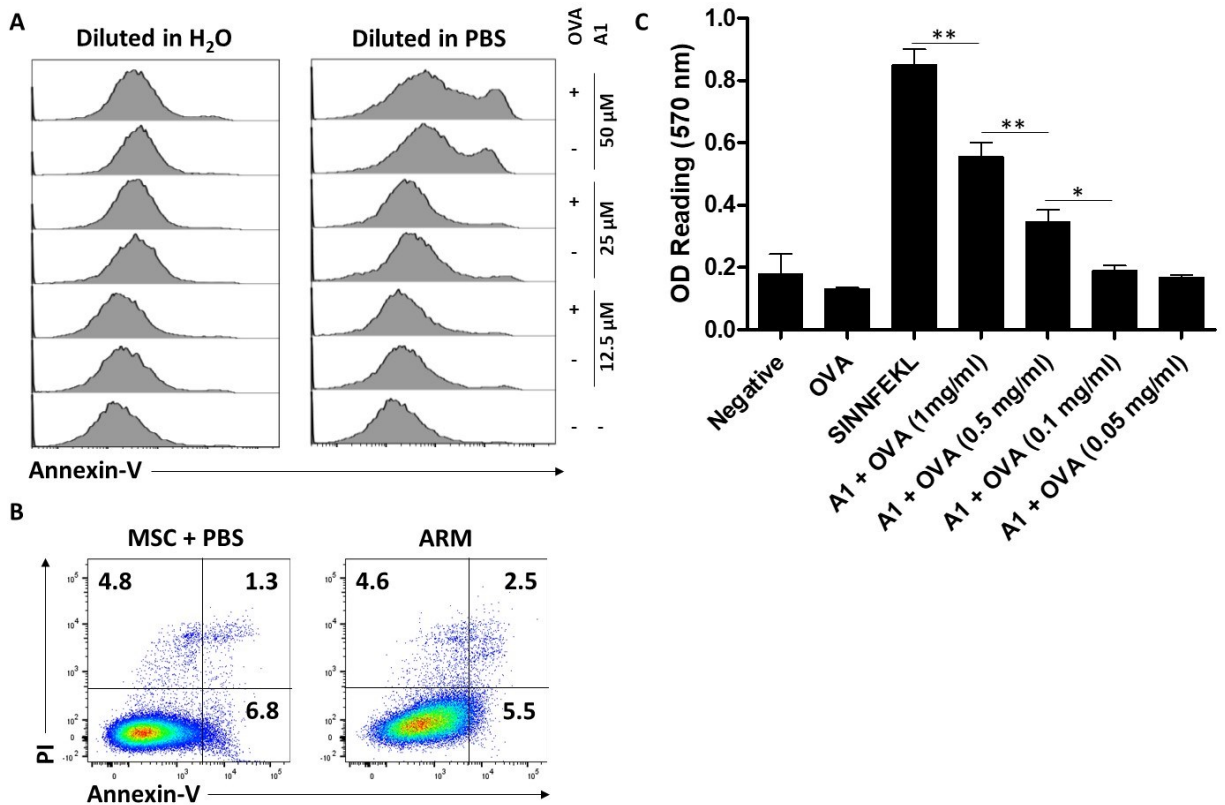

**Figure S1, related to Figure 2. Optimizing the A1 treatment conditions to tune cross-presentation response induction in MSCs. A)** Flow-cytometry assessment of apoptosis in response to ascending A1 doses diluted in water versus PBS. **B)** Apoptosis/PI co-staining of control MSCs (left side) versus MSCs treated with OVA mixed with A1 at 25  $\mu$ M (right side). **C)** Antigen cross-presentation assay conducted using different OVA concentrations to find the minimal concentration needed to induce cross-presentation in MSCs.

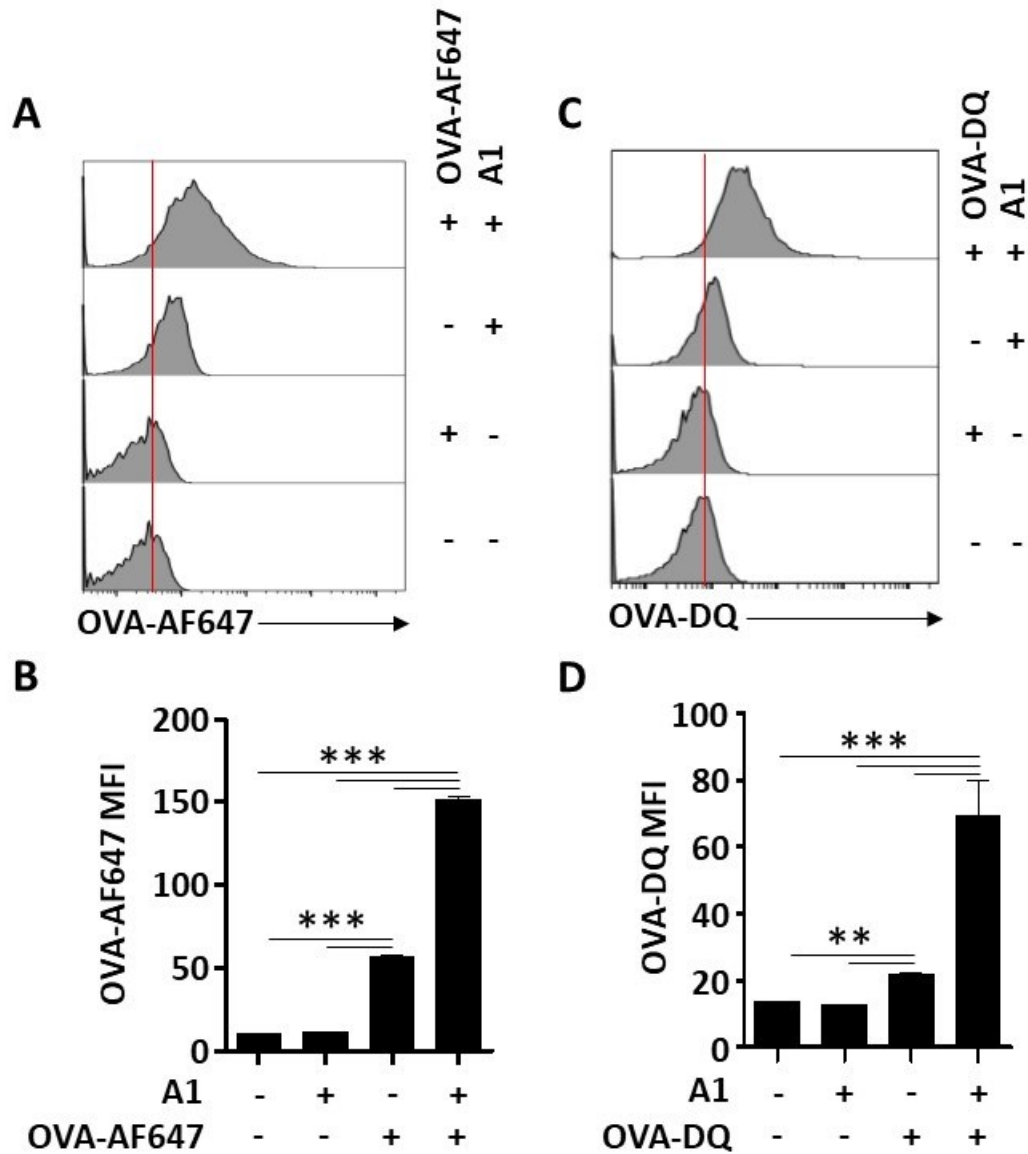

**Figure S2, related to Figure 2. Validating the antigen cross-presentation properties of A1 on human MSCs. A)** Representative flow-cytometry analysis of OVA uptake by A1-treated human MSCs. **B)** Signal quantification of the results presented in panel A. **C)** Representative flow-cytometry analysis of OVA processing by A1-treated human MSCs. **D)** Signal quantification of the results presented in panel C.

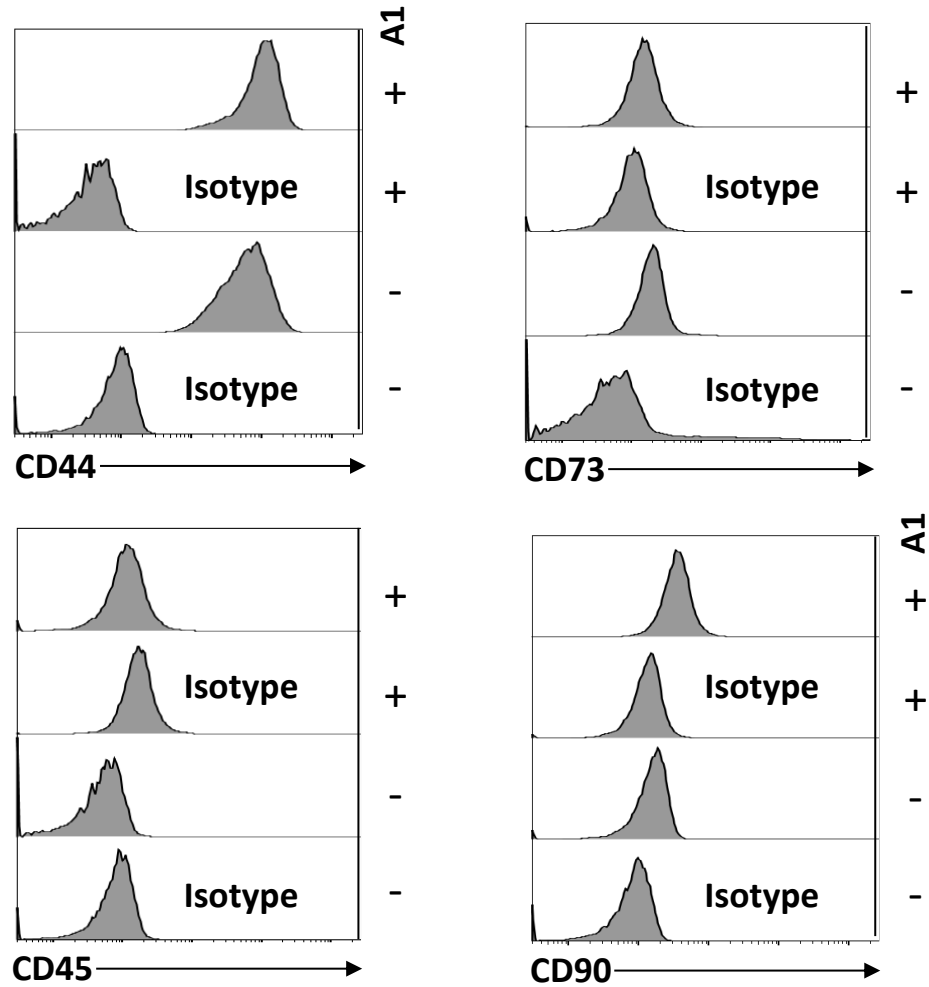

**Figure S3, related to Figure 2. Phenotype characterization of A1-treated MSCs.** Control versus A1-treated MSCs were stained by flow cytometry to assess the expression of CD44, CD45, CD73, and CD90. For each surface marker, from the bottom to the top, the first and third rows comprise the isotype, and the second and forth row comprise the targeted surface marker.

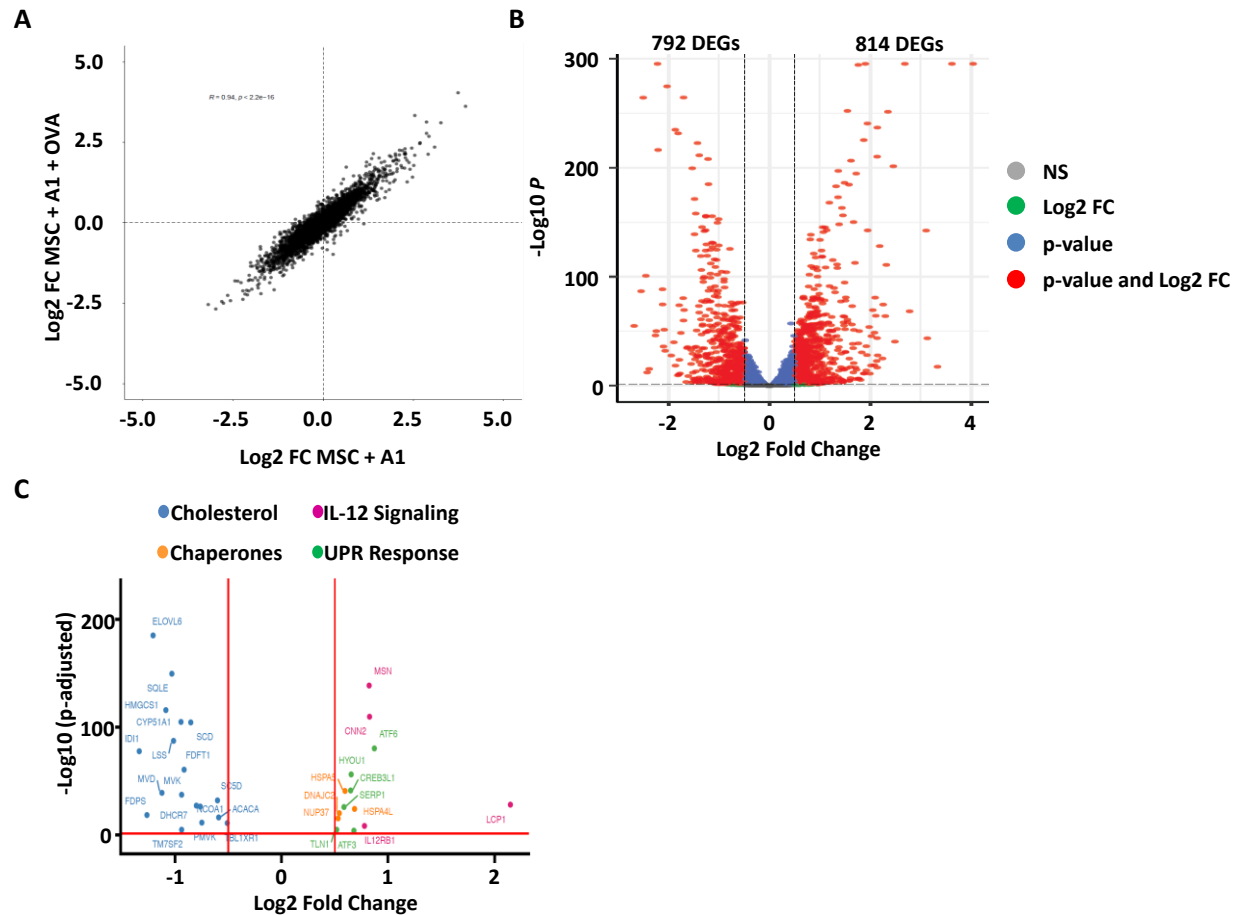

**Figure S4, related to Figure 4. Characterizing the molecular response of A1-treated MSCs.**

**A)** Correlation plot showing Spearman's rank correlation coefficient of DEGs (log2 fold changes) shows the significant similarity of gene expression patterns between the A1 and A1+ OVA groups. **B)** Volcano plot representing differentially expressed genes in response to A1. **C)** Volcano plot depicting some important biological processes modulated in MSCs in response to A1. 

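The genes marked in the volcano plot by biological process were compared between A1-treated and control MSCs. All 18 genes marked for cholesterol and lipid synthesis were lower, with log2 fold changes from -1.32 to -0.51. The 4 genes marked for IL-12, Lcp1, Il12rb1, Msn and Cnn2, were higher, with log2 fold changes of 1.45, 1.08, 0.94 and 0.64. Lcp1 is the most weakly expressed of these, at 2.01 ± 0.88 CPM (SD, n = 4) in control and 5.56 ± 0.69 CPM (SD, n = 4) in A1-treated MSCs. The 4 genes marked for the heat shock response had log2 fold changes from 0.47 to 0.67, and the 6 marked for the UPR had log2 fold changes from 0.40 to 0.93. Nup37 (0.47) and Tln1 (0.40) were under 0.5 with A1, and every other marked gene was past 0.5. In A1 + OVA-treated MSCs all marked genes were past 0.5 in the same direction. The paper chose the marked genes from these same data with a threshold of 0.5, so that passing 0.5 is no independent result. The treatments differed from each other in Lcp1, whose log2 fold change between A1 + OVA and A1 was 0.69 (adjusted p = 0.00392 from edgeR's quasi-likelihood test). The same comparison gave 0.19 for Cnn2 (adjusted p = 0.00135 from edgeR's quasi-likelihood test), -0.30 for Il12rb1 (adjusted p = 0.0395 from edgeR's quasi-likelihood test) and -0.29 for Elovl6 (adjusted p = 2.24e-05 from edgeR's quasi-likelihood test). Each adjustment covered all 11314 tested genes.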

All genes from corresponding reactome analyses and showing a log2FC greater or equal to 0.5 are labeled for further investigation.

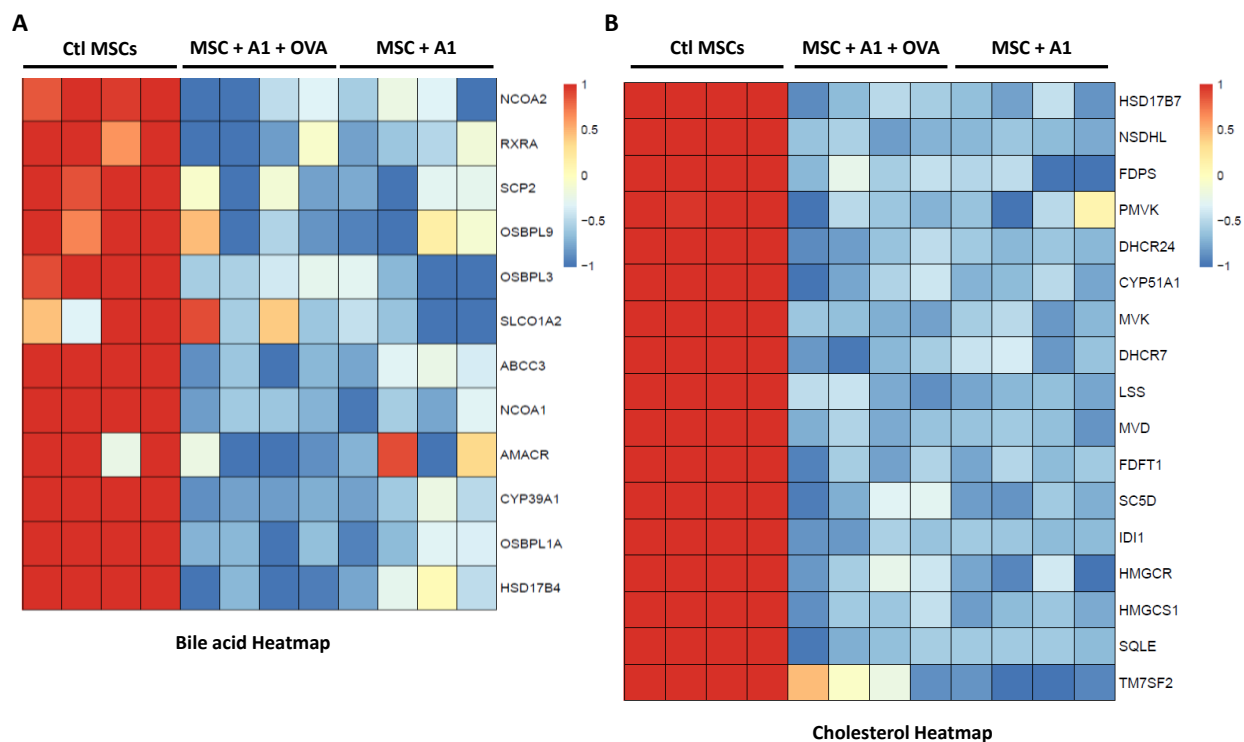

**Figure S5, related to Figure 4 Characterizing the molecular response of A1-treated MSCs (continued).** **A)** Heatmap depicting genes related to bile acid metabolism that are downregulated by A1 treatment. **B)** Same as in A, except that represents genes involved in cholesterol biosynthesis. Genes showed in heatmaps A and B were also contributing to significant statistics from both differential expression and pathway analyses (FDR < 5%).

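Of the 12 genes in the bile acid heatmap, 11 had enough counts to be tested. All 11 were lower in A1-treated MSCs at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, with log2 fold changes from -1.71 to -0.19 and a median of -0.39, and 5 fell by 0.5 or more. Abcc3 (ENSMUSG00000020865, chromosome 11 of GRCm38 from 94343295 to 94392997) fell from 3.73 ± 0.41 to 1.13 ± 0.20 CPM (SD, n = 4 each), a log2 fold change of -1.71. Cyp39a1 (ENSMUSG00000023963, chromosome 17 from 43667425 to 43751431) fell from 21.5 ± 2.17 to 7.80 ± 0.25 CPM (SD, n = 4 each), a log2 fold change of -1.46. Slco1a4 had at most 2 counts in a sample, so that a change was not detectable at this depth. All 17 genes of the cholesterol biosynthesis heatmap were lower at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, with a median log2 fold change of -0.97. Nsdhl (ENSMUSG00000031349, chromosome X from 72918557 to 72958514) fell from 141 ± 2.50 to 56.8 ± 1.51 CPM (SD, n = 4 each), a log2 fold change of -1.31. Fdps, in which a single A1-treated sample stood apart from the other 3, had a log2 fold change of -1.32. In A1 + OVA-treated MSCs the same 11 and 17 genes were lower at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, with medians of -0.38 and -0.94. The heatmap genes come from the paper's own calls on these data.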

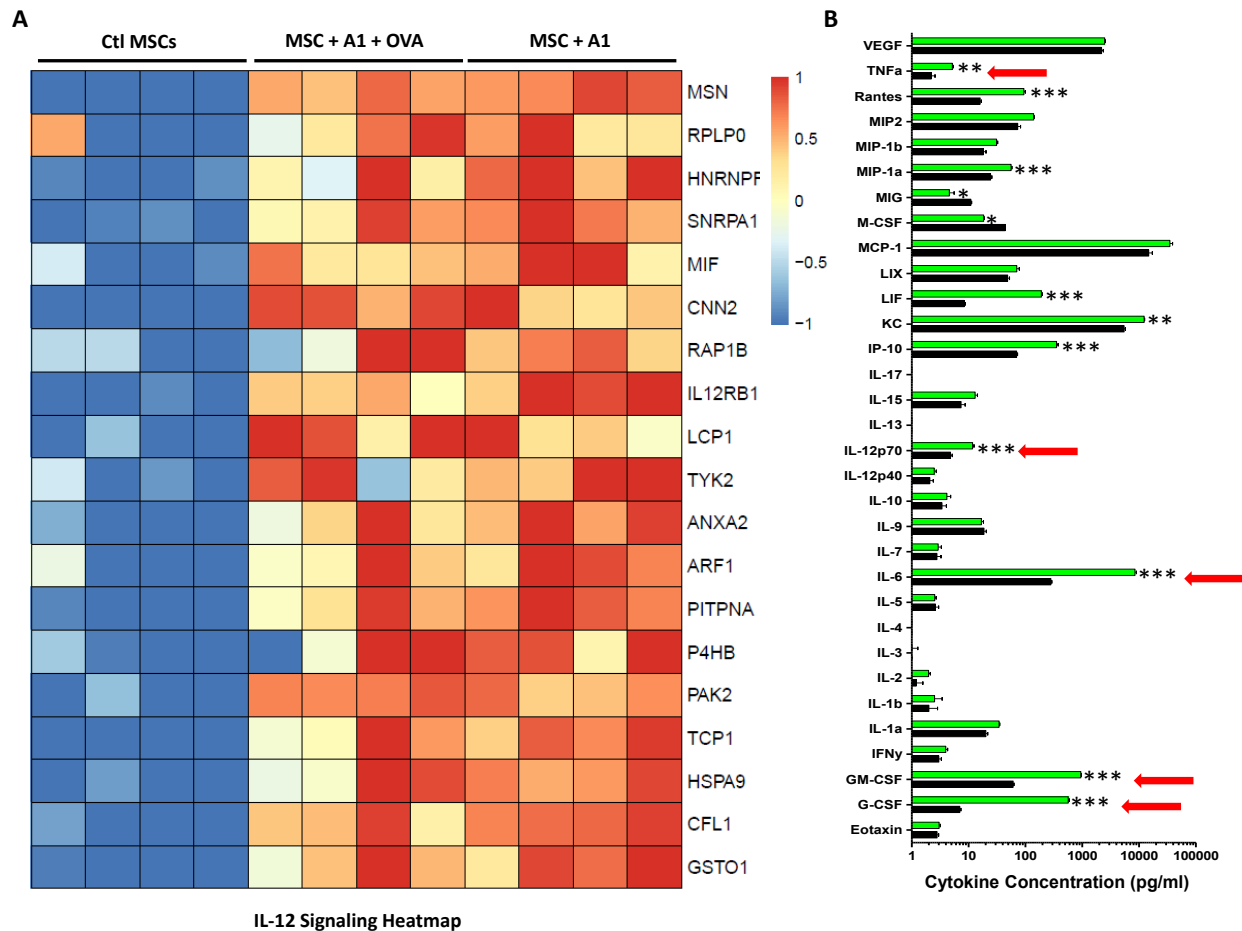

**Figure S6, related to Figure 4. Characterizing the molecular response of A1-treated MSCs (continued).** **A)** The IL-12 response heatmap depicting genes that are modulated by A1 treatment. The same description is in Supplementary Figure 4, and gene expression is scaled from -1 to 1 range. **B)** Luminex analysis of various cytokines in response to A1 treatment (in green). The red arrows highlighted pro-inflammatory cytokines of interest with significant changes. For this panel, n=6/group.

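The IL-12 response heatmap shows 19 genes. All 19 were higher in A1-treated than in control MSCs at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, whether adjusted over all tested genes or over the 19 alone, although the list was selected from these same data. Their log2 fold changes ranged from 0.14 to 1.45 with a median of 0.31, and 4 of them exceeded 0.5. The lowest was that of P4hb, from 1229 ± 18.9 to 1357 ± 32.1 CPM (SD, n = 4 each). Cfl1 rose from 1119 ± 56.4 to 1435 ± 11.7 CPM (SD, n = 4 each), a log2 fold change of 0.36. Rplp0, Mif and Hspa9 have processed pseudogenes to which the counting could have given part of their reads. In A1 + OVA-treated MSCs all 19 genes were higher at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, with log2 fold changes from 0.09 to 2.15.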

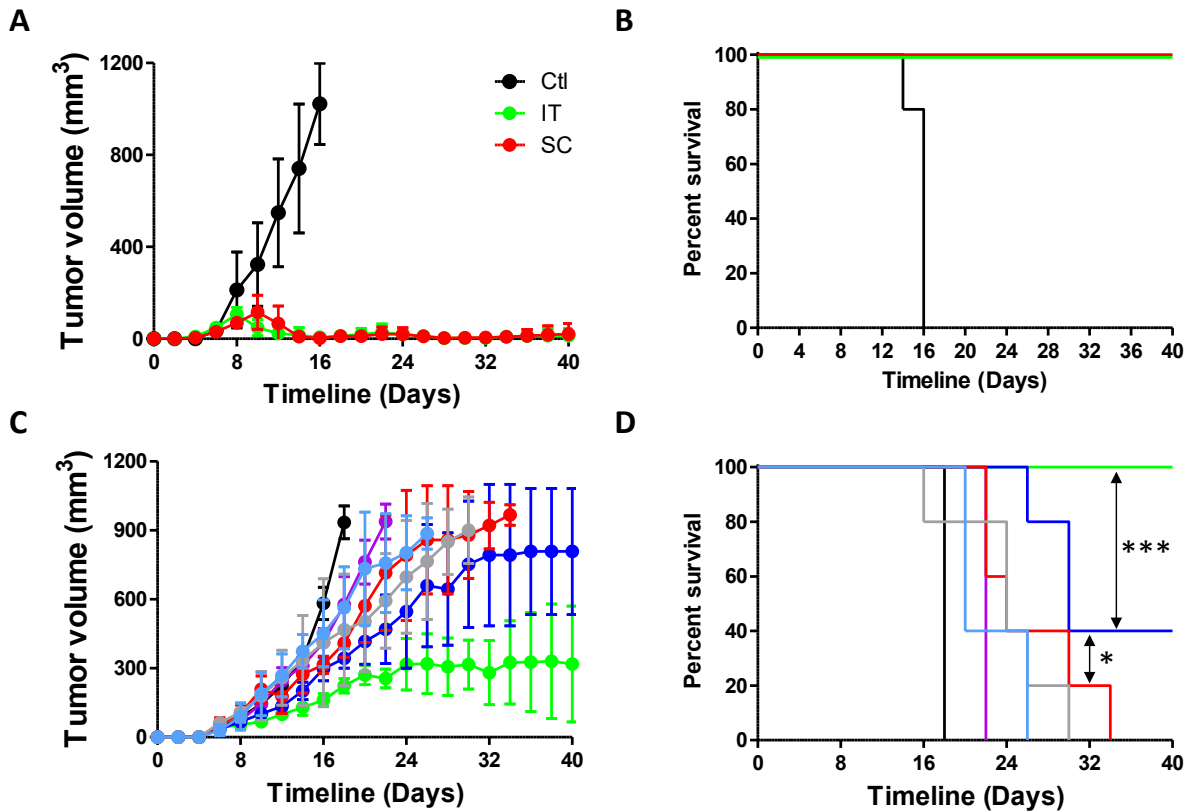

**Figure S7, related to Figure 5. Comparing the routing and dosing of the allogeneic ARM vaccine. A)** EG.7 tumor growth in response to IT or SC allogeneic ARM vaccination pulsed with OVA and co-delivered with anti-PD-1. The black line represents EG.7 growth (control group). **B)** Kaplan-Meier survival curve of the experiment shown in panel A. **C)** EG.7 tumor growth in response to OVA-pulsed allogeneic ARM delivered at different doses. The black line represents EG.7 growth (control group). As for the doses: Green ( $5 \times 10^5$ ), dark blue ( $2.5 \times 10^5$ ), red ( $1 \times 10^5$ ), gray ( $5 \times 10^4$ ), light blue ( $1 \times 10^4$ ), purple ( $5 \times 10^3$ ). **D)** Kaplan-Meier survival curve of the experiment shown in panel C. For this experiment,  $n=5/\text{group}$ .

How the deposited data were processed for this re-analysis (not part of the article)

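RNA was measured in mouse bone marrow-derived MSCs in 3 groups of 4 samples: control MSCs, MSCs treated with 50 μM A1 for 6 h, and MSCs treated with 50 μM A1 and 1 mg/ml OVA for 6 h. The samples were assigned to groups by the sample titles, which the columns of the count table repeat. The labels give the control samples as untreated, without a treatment time. The paper's RNA-seq methods name no diluent or change of medium for them, so effects of handling were not separated from those of A1. The authors prepared strand-specific mRNA libraries, aligned the paired-end reads to GRCm38 with STAR, summarized them per gene with featureCounts and deposited the counts. The deposited counts are raw counts without normalization. They list 55487 Ensembl genes, so that the removal of genes with very low counts and the restriction to protein-coding genes described in the paper's methods are not included in them. The reads themselves, the flow cytometry, Luminex, turbidity and animal experiments were not analysed here.

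The filter, the restriction to protein-coding genes and all tests were computed from these counts. Gene symbols, biotypes and coordinates were taken from the GENCODE M21 annotation of GRCm38, an earlier release than the one the authors counted on. It holds 99.53% of the gene identifiers. Of these, 21974 are protein-coding, and 20910 have an Entrez identifier that links them to Reactome. Each sample had between 13702348 and 16881995 counts. At this depth, 3 counts were taken as the smallest signal, and a gene whose samples all lie at or under it is reported as not detectable. The intervals between samples come from 4 samples per group, whose number limits the precision.

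Genes were kept with edgeR's filterByExpr, normalized by TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) in one fit of all 12 samples with 3 groups and no other covariate. A1 and A1 + OVA were each compared with control, and A1 + OVA with A1. P-values were adjusted by the Benjamini-Hochberg method over the 11314 tested genes. DEGs had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5. The paper's own tool, DESeq2 (version 1.42.0), was run as an alternative. Values in log2 CPM use a prior count of 2.

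Reactome pathways came from the mouse collection of the fgsea package (version 1.28.0), which is smaller than the collection shown in the paper and contains no pathway for IL-12 signaling or for metabolism of steroids as a whole. A one-sided Fisher's exact test compared the members of each of 792 pathways with 10 to 500 tested genes against all tested genes, in both directions, with adjustment over all of these tests. Gene sets written before the data were examined were tested with camera of limma (version 3.58.1), with a correlation between genes of 0.01, and their median log2 fold change was ranked among 10000 random lists matched on mean expression. The genes that the text names are those of the paper's heatmaps and volcano plot, those of the sets of interferon-induced, heat shock, nuclear pore, IL-12, cytokine, antigen presentation, NADPH oxidase, macrophage and MSC surface genes, and the 5 largest increases and 5 largest decreases with A1 among genes with an adjusted p-value under 0.05, an average log2 CPM of at least 1 and all 4 treated samples on the same side of all 4 control samples. Ddit3 and Hsf1 were added after their values were seen. Some genes that this rule selects are not reported here.

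The replicate numbers from 1 to 4 come from the sample titles. Whether samples with the same number share a donor or a culture is not known here, so that fits with and without the number as a block were both run. Other alternatives were upper-quartile normalization, no filter on low counts, at least 10 counts in every sample, all genes of the file, only the groups compared in the fit, a log2 fold change threshold of 1, and each of the 12 samples left out in turn. For the correlation between treatments, separate controls for each treatment and all tested genes were used. For the gene sets, camera and Fisher's exact test were exchanged, the correlation between genes was estimated from the data, and the nuclear pore genes were left out of the HSF1 pathway. The same was planned for the antiviral pathway, which had 0 of them among its tested members, so that nothing changed there. All of these were set before the data were examined.

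The tests were run on simulated counts for 11189 genes, of which 200 were changed. edgeR recovered 98.5% of the changed genes and called 3 unchanged genes, and DESeq2 recovered 97.0% and called 1. All 3 simulated gene sets had the outcome they were made with. The raised genes had a median log2 fold change of 0.99 as estimated by edgeR, and genes were drawn independently of each other. In the data, 62.7% of the tested genes had an adjusted p-value under 0.05 with A1. The simulation therefore does not show how the normalization and tests behave when most genes change or when genes are correlated. Between any pair of replicates of a group the counts differed by 1.92 to 6.82 times the variance of counting alone, so that no pair is a copy of the same library. The sequencing index numbers in the column names run in the order of the groups. The paper states that the libraries were pooled for sequencing, and no batch is named for their preparation.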

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

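Of the tests in this part, the thinning of libraries and the normalization test and regroupings of the SRF and actin genes were chosen after the result was seen.

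In the genes named in the text, the expression of 186 groups of 4 samples was searched for a single sample far from the other 3, using the gap to the nearest sample divided by the range of the group and the critical value of Dixon's test at 5%. Such a sample was present in 10 groups, and 9.30 are expected by chance alone. The ratio was 0.845 for Ddit3 in control replicate 1, 0.916 for Jak2 in control replicate 2 and 0.853 for Tm7sf2 in control replicate 1. It was 0.877 for Calr and 0.966 for Ppp1r3c in A1 replicate 2, and 0.868 for Fdps and 0.912 for H2-K1 in A1 replicate 4. In the A1 + OVA group it was 0.879 for Il12rb1 and 0.859 for Prss46 in replicate 1 and 0.831 for Gm765 in replicate 3. The number of such samples is close to the number that chance gives. The gaps were small on the log2 CPM scale for Calr, at 10.94 against 10.85 to 10.86 in the other samples, and larger for Gm765, at -0.92 against 0.11 to 0.31. No biological explanation was tested for these samples, since the design gives none within a group.

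A1 + OVA-treated and A1-treated MSCs differed in 136 DEGs, 87 higher and 49 lower with OVA, by a direct test between the treatments. Of the 35 ways to split these 8 samples into groups of 4, 8 part all samples with the same replicate number, and only the real split of these 8 (1 of 8) gave as many DEGs. The remaining splits keep some same-numbered samples together. Over all splits it was the real one alone as well (1 of 35), and the largest count in any other was 3 DEGs. A share of 1 in 8 can never be under 0.05, while 1 in 35 is, provided that samples with the same number share nothing. With all libraries thinned to the smallest total, the count stayed within its range over the alternatives, 99 to 152, so the depth of the libraries does not account for it. The labels of the A1 + OVA samples also hold a phrase on insulin, which the paper's methods do not name for this treatment. Whether insulin was present is not known here, so that the difference cannot be ascribed to OVA alone.

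Genes regulated by the transcription factor SRF and genes of the actin cytoskeleton, which the paper does not discuss as a group, were higher in A1-treated MSCs. All 23 tested genes of this set were higher at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, with a median log2 fold change of 0.67 (adjusted p = 1.16e-26 from limma's camera) and 0.83 with A1 + OVA. With upper-quartile normalization in place of TMM, the median of the set was 0.64, and that of all tested genes moved from -0.00172 to -0.0310. The adjusted p from limma's camera was 3.3e-26, which says nothing about normalization, since camera compares the set with the other genes and a factor for a whole library changes both alike. With the correlation between genes estimated from the data, the adjusted p from limma's camera was 0.00132. Among the 8 splits of the A1 and control samples that part all same-numbered samples, 1 gave a median as large, the real one. Over all splits it was also the real one alone (1 of 35), and the largest absolute median of any other of these was 0.39. The share among 8 splits can never be under 0.05, so that these 8 alone cannot tell the pattern apart from an accidental split. With the replicate number as a block the adjusted p from limma's camera was 2.81e-30. The control samples are labelled untreated, and the paper's RNA-seq methods name no diluent or change of medium for them. The increase therefore cannot be ascribed to A1 alone. A response of the actin cytoskeleton to A1 remains a hypothesis that may account for the increase.

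Among the 1207 tested genes that are not protein-coding, which the paper left out, 250 were DEGs in A1-treated MSCs, with 138 higher and 112 lower. With A1 + OVA the count was 211, and between the treatments it was 25. No technical explanation was tested for these genes separately, so none is offered.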

How the results depend on the processing

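The alternatives below were set before the data were examined, except the thinning of libraries, which was chosen after seeing the data. Where a result changed, the cause was not tested unless a value below shows it.

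The counts of DEGs stayed within 1.5 times the reported counts in every alternative except the threshold of 1 on the absolute log2 fold change, which gave 745 DEGs with A1, 590 with A1 + OVA and 16 between the treatments. Without that threshold they ranged over the alternatives from 2052 to 2635 with A1, from 1729 to 2238 with A1 + OVA and from 99 to 152 between the treatments. Across the 12 fits that each left out one sample, the counts were 2355 to 2409, 1971 to 2097 and 99 to 152. Genes with an adjusted p-value under 0.05 numbered 6707 to 7349 with A1 and 6098 to 6772 with A1 + OVA over all alternatives. With the replicate number as a block, there were 2372, 2008 and 132 DEGs, and 7134 and 6580 genes with an adjusted p-value under 0.05. Thinning all libraries to the smallest total gave 2331 and 1987 DEGs against control, and between the treatments a count within the range above.

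The Spearman correlation between the treatments was 0.945 with DESeq2, 0.909 over all tested genes and 0.917 with separate controls for each treatment. It was 0.932 to 0.944 across the fits that each left out one sample and 0.941 with the replicate block.

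Among the Reactome pathways, adjusted p-values are from Fisher's exact test unless camera is named. Glycolysis passed the threshold with DESeq2 (0.0473) and with A1 + OVA (0.0315), and ranged from 0.0447 to 0.0690 when one sample was left out. Over all its alternatives it ranged from 0.0315 to 0.963. Bile acid and bile salt metabolism passed with camera (0.00521) and with A1 + OVA (0.00413), ranged from 0.0217 to 0.0929 with one sample left out, and from 0.00413 to 0.314 over all its alternatives. Regulation of HSF1-mediated heat shock response did not pass with DEGs only (1), with camera (0.137), with A1 + OVA (0.0856) or without the nuclear pore members (0.814), the last of which shows that its excess of higher genes rests on those members. It ranged from 0.00597 to 0.0630 with one sample left out and up to 1 over all its alternatives. Metabolism of nucleotides did not pass with DEGs only (1) or with camera (0.110), and passed elsewhere, down to 0.00149. Nuclear pore complex disassembly did not pass with DEGs only (1) or with camera (0.126), and passed elsewhere, down to 0.00164. The median log2 fold change of metabolism of steroid hormones and vitamin D changed sign in 2 of the fits that left out one sample, which gave adjusted p-values of 0.897 to 1. For HSF1-dependent transactivation, whose median was -0.01, the direction was the opposite with camera (0.917), with A1 + OVA (1) and in 2 of the fits that left out one sample (0.760 to 1). These pathways were not significant in any setting. The pathways of fatty acid metabolism and cholesterol biosynthesis passed in every alternative run, with adjusted p-values of at most 0.0178 and 5.77e-05. The unfolded protein response, antiviral and interferon alpha/beta pathways passed in none, with adjusted p-values of at least 0.0656, 0.566 and 0.267, each of them from camera.

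The 13 gene sets named in this paragraph were run under the alternatives and kept their direction in each of them. The other sets were not, although Fisher's exact test was also computed for them in the fit of all 12 samples. With the correlation between genes estimated from the data, the medians are the same by construction and 7 sets no longer passed: unfolded protein response (0.29, adjusted p = 0.0565), ATF4 targets (0.28, 0.0689), ATF6 targets (0.32, 0.0726), nucleoporins (0.20, 0.177), glycolysis (0.38, 0.0689), nucleotide synthesis (0.36, 0.0898) and interferon-stimulated genes (-0.65, 0.106), all from limma's camera. In all other alternatives these sets passed. XBP1 targets, cholesterol synthesis, fatty acid oxidation, bile acids and the SRF and actin genes passed in every alternative, with adjusted p-values from limma's camera or Fisher's exact test of at most 0.0261. Heat shock genes passed in none, with adjusted p-values from 0.0758 to 0.623.

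For single genes, no log2 fold change past the threshold or under it was reversed, 35 tests no longer passed the threshold under an alternative and 25 newly passed it, while 2696 were on the same side. Those that changed concerned Ifi203, Adar, Calr, Amacr and Il6, which lost a call in some settings, and Ddit3, Nox4, Isg15, Nt5e and Gfpt1, which gained one; Ifi203 gained one with A1 + OVA. Depth limits the genes with few counts, among them Isg15, Irf7 and Il6, and leaves Il12a, Il12b, Stat4, Tnf, Csf2 and Csf3 without a test.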

Differences from the paper's values

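The paper reports more than 1,500 DEGs in A1-treated MSCs, against 2372 here at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5. The paper's value is a lower bound, which held here and in each of the alternatives set before the data were examined except the log2 fold change threshold of 1, with 745 DEGs. Set against 1500 as a number, the count was within 1.5 times of it with at least 10 counts in every sample (2052) and more than 1.5 times it with DESeq2 (2312), with the other normalization, filters and fits (2323 to 2635) and with one sample left out (2355 to 2409). The number of downregulated DEGs is about 790 in Figure S4B of the paper and was 1307 here. With at least 10 counts in every sample it was 1122, within 1.5 times the paper's value, and none of the other alternatives set before the data were examined closed the gap. The comparison of A1 + OVA-treated with control MSCs had 2004 DEGs, 995 of them downregulated, both within 1.5 times the paper's values.

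For 10 genes of the volcano plot in Figure S4C, the log2 fold change read from the plot differed from that of A1-treated MSCs by more than the error between samples. The paper's values, read by eye in Figure S4C, are about -1.2 for Elovl6 (here -0.91), about -1.0 for Sqle (here -0.95), about -0.94 for Cyp51 (here -0.82), about -0.85 for Scd1 (here -0.92) and about -1.0 for Lss (here -1.1). They are about 0.82 for Msn (here 0.94), about 0.83 for Cnn2 (here 0.64), about 0.78 for Il12rb1 (here 1.08), about 0.87 for Atf6 (here 0.93) and about 0.59 for Serp1 (here 0.70). The alternatives set before the data were examined closed the gap for Atf6 with upper-quartile normalization (0.90), DESeq2 (0.93), either change of the filter, all genes of the file, and in the fits without control replicate 1 or 2 or A1 replicate 2, 3 or 4. They closed it for Sqle with upper-quartile normalization (-0.98), for Scd1 without control replicate 2 (-0.90), and for Serp1 with upper-quartile normalization (0.67) and without A1 replicate 3 (0.66). None of them closed it for Elovl6, Cyp51, Lss, Msn, Cnn2 or Il12rb1. In the comparison of A1 + OVA-treated with control MSCs, the log2 fold changes were -1.2 for Elovl6, -1.02 for Sqle, -0.94 for Cyp51, -0.85 for Scd1, -1.01 for Lss, 0.83 for Msn, 0.83 for Cnn2, 0.79 for Il12rb1, 0.88 for Atf6 and 0.59 for Serp1.

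The legend of Figure S4 states that the marked genes have a log2 fold change of at least 0.5 in response to A1. Here Nup37 had 0.47 and Tln1 had 0.40 with A1, and 0.54 and 0.52 with A1 + OVA. The legend of Figure 4C places its genes at a false discovery rate under 5%. Here Gfpt1 had an adjusted p of 0.0956 from edgeR's quasi-likelihood test with A1, 0.0337 without control replicate 2, and 0.00257 with A1 + OVA. The legend of Figure S5 gives the same for its genes, among which Slco1a4 was not tested here, with at most 2 counts in a sample.

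The paper lists the UPR among the upregulated pathways. The Reactome pathway used here had an adjusted p of 0.252 from Fisher's exact test, and no alternative brought it under 0.05, with a range of 0.0656 to 1. A set of UPR genes written before the data were examined had an adjusted p of 6.17e-05 from limma's camera. The paper lists glycolysis as upregulated, for which the adjusted p from Fisher's exact test was 0.0670 here. It was 0.0473 with DESeq2, 0.0315 with A1 + OVA and 0.0447 without A1 replicate 2, and ranged from 0.0315 to 0.963 over all alternatives. The paper lists bile acid and bile salt metabolism as downregulated, for which it was 0.0821 here, 0.00521 with limma's camera, 0.00413 with A1 + OVA and 0.0217 without control replicate 4, with a range of 0.00413 to 0.314. The paper lists steroid metabolism as downregulated. The collection used here has no pathway for metabolism of steroids as a whole, so the paper's pathway was not tested. The narrower pathway of steroid hormones and vitamin D, with 10 tested members, had an adjusted p of 0.930 from Fisher's exact test. None of the alternatives was under 0.05, with a range of 0.568 to 1, and none used another collection.

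The paper describes interferon-stimulated genes as activated and lists the antiviral pathway among the upregulated ones. The pathway of that name in the smaller collection used here had 24 tested members, of which 0 were nuclear pore genes. For higher genes it had an adjusted p of 1 from Fisher's exact test, with none of the alternatives under 0.05. No alternative used another collection, so the paper's version of the pathway was not tested. The list of interferon-induced genes was lower, with a median log2 fold change of -0.65 with A1 and -0.44 with A1 + OVA. In all alternatives this median was negative, from -0.75 to -0.44. The paper describes HSF1 as upregulated. Hsf1 itself had a log2 fold change of 0.20 with A1 (adjusted p = 0.00394 from edgeR's quasi-likelihood test). The pathway of its regulation passed the threshold (0.0132), while the pathway HSF1-dependent transactivation did not (0.878), both from Fisher's exact test.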

Other observations

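The tests of Figure S4C, of low counts of interferon-induced genes, of thinned libraries, GC content and gene length, and all regroupings except those of the 3 counts of DEGs were chosen after the results they concern were seen.

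For 26 genes, log2 fold changes were read from the plot of Figure S4C, which its legend describes as the response to A1. The root mean square difference between the plotted values and those computed here was 0.180 for A1 against control and 0.0175 for A1 + OVA against control. The plotted value was closer to A1 + OVA for 21 genes and closer to A1 for 5. The largest difference was 0.65 for A1 and 0.05 for A1 + OVA. A candidate explanation is that this panel shows A1 + OVA-treated rather than A1-treated MSCs. The titles inside Figure 4A and 4B also name A1 + OVA, while the legend names the A1-treated group. Other explanations, such as a different set of samples, were not tested.

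The log2 fold changes of the A1 and A1 + OVA comparisons share their controls, which alone gives a positive correlation across genes. With separate controls for each treatment the mean Spearman coefficient was 0.917, against 0.943 when both comparisons used the same 2 controls, so the shared controls do not account for most of the correlation.

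A1-treated samples had fewer counts than control samples, with no overlap (exact permutation test of the total counts, 2-sided p = 0.0286, the smallest that 4 samples against 4 allow). With all libraries thinned at random to the smallest total, 2331 DEGs were found in place of 2372, so depth does not account for the number. Across genes, the log2 fold change with A1 had a Spearman correlation of 0.0657 with GC content and -0.0706 with gene length, both weak. The paper states that the libraries were pooled for sequencing.

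Other splits of the samples were compared with the real ones. For each pair of groups there are 35 splits of 8 samples into 4 and 4, of which 8 part all samples with the same replicate number, as the real split does. The others keep some of them together. The number of DEGs was as large only in the real split (1 of 8) for A1 against control, A1 + OVA against control and A1 + OVA against A1, and the number of genes with an adjusted p-value under 0.05 was as large only in the real split (1 of 8) for both comparisons with control. No other split of treated and control samples gave a DEG. For A1 against control, the median log2 fold change was as large only in the real split (1 of 8) for every one of the 13 gene sets written before the data were examined and for 9 of the 12 Reactome pathways. The exceptions were regulation of HSF1-mediated heat shock response (2 of 8), HSF1-dependent transactivation (3 of 8) and metabolism of steroid hormones and vitamin D (4 of 8). With 8 splits, no share under 0.05 can be reached. Over all splits, the real one was also the only one as large (1 of 35) for each of these counts of DEGs and of genes, for the 13 gene sets and for 8 of the 12 pathways. The others were the antiviral mechanism and regulation of HSF1-mediated heat shock response (2 of 35 each), metabolism of steroid hormones and vitamin D (10 of 35) and HSF1-dependent transactivation (16 of 35). These shares hold if samples with the same number share nothing, for which their correlation was 0.021.

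The HSF1 regulation pathway contains many genes of the nuclear pore. Without them its adjusted p from Fisher's exact test rose from 0.0132 to 0.814, so that the excess of higher genes is consistent with a change in nuclear pore genes. The pathway of nuclear pore complex disassembly had 20 of 31 tested members among the higher genes, with 9.81 expected (adjusted p = 0.00312 from Fisher's exact test), and the 26 tested nucleoporins had a median log2 fold change of 0.20 (adjusted p = 0.0130 from limma's camera), which rose to an adjusted p of 0.177 with the correlation between genes estimated from the data.

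The antiviral pathway of Reactome includes many members that are not induced by interferon. The question whether such members explain an excess of higher genes could not be tested, since the pathway held no such excess here. Its 4 members on the list of interferon-induced genes included 2 lower and 0 higher genes, and the other 20 included 8 higher and 8 lower. The list as a whole had a median log2 fold change of -0.646. Low counts of its members were tested as a cause of this decrease. Among the 16 members with a mean expression at or above the median of the list, the median log2 fold change was -0.48 and 13 were lower at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, so the decrease is not limited to the weakly expressed genes. A lower basal interferon response after 6 h of A1 remains a hypothesis. The protein level and later times were not analysed here.

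Lcp1 and Il12rb1 are expressed in blood cells, and a larger share of such cells in the A1-treated cultures was tested as a candidate source of their increase. Of 19 macrophage markers only Cd68 and Cd14 had enough counts, and the set of these 2 did not pass (adjusted p = 0.606 from limma's camera). Cd14 was higher with A1 (log2 fold change 0.57, adjusted p = 9.29e-06 from edgeR's quasi-likelihood test), while Cd68 did not differ (log2 fold change -0.10, adjusted p = 0.694 from edgeR's quasi-likelihood test). Ptprc, which encodes CD45, had at most 4 counts in a sample. The test of 2 genes alone leaves this explanation open. Between A1 + OVA and A1, however, Lcp1 was higher (log2 fold change 0.69) while Il12rb1 (-0.30) and Cd14 (-0.29, adjusted p = 0.0322 from edgeR's quasi-likelihood test) were lower, which a single change in the share of such cells would not give.

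The pathway with the strongest excess of higher genes with A1 was translation, with 111 of 139 tested members and 44.0 expected (adjusted p = 1.08e-28 from Fisher's exact test). Its median log2 fold change was 0.18. Among 47 ribosomal protein genes, 38 were higher, with a median log2 fold change of 0.16, and 0 were lower. The strongest excess of lower genes was in metabolism of lipids and lipoproteins, with 171 of 343 tested members (adjusted p = 1.22e-11 from Fisher's exact test), and 15 of 15 tested members of mitochondrial fatty acid beta-oxidation were lower (adjusted p = 1.51e-06 from Fisher's exact test).

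Transcripts of the cytokines G-CSF, GM-CSF, IL-6, TNF-alpha and IL-12, which the paper's text names among the secreted proteins, were scarce. The RNA was collected after 6 h of A1. The paper measured protein in concentrated supernatants from serum-free medium, pooled from the end of treatment and a later time. The measures are unlike, so the transcripts do not decide whether the proteins were secreted. Csf3 (G-CSF) had at most 3 counts in a sample, Csf2 (GM-CSF) at most 4, Tnf at most 1, Il12b at most 1 and Il12a 0. Il6 had a log2 fold change of -1.38 with A1 (adjusted p = 0.000144 from edgeR's quasi-likelihood test), with at most 25 counts in a sample. Other cytokine genes were well expressed, among them Cxcl1, Csf1 and Vegfa, with log2 fold changes of -2.34, 0.57 and 1.13.

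Among genes of antigen presentation, 8 of 14 tested were lower with A1 and 0 higher (median log2 fold change -0.30, adjusted p = 0.0294 from limma's camera). With A1 + OVA, 5 were lower and 0 higher than in control MSCs (median -0.15, adjusted p = 0.212 from limma's camera), and against A1 the set was higher with OVA (median 0.15, adjusted p = 0.00715 from limma's camera). Fisher's exact test gave adjusted p-values of 0.102 for lower genes with A1 and 0.664 for higher genes with OVA against A1. The set therefore passed with limma's camera only. Tap1 had a log2 fold change of -1.00, Nlrc5 -0.97 and H2-K1 -0.29, while B2m had -0.06 (adjusted p = 0.292 from edgeR's quasi-likelihood test). Of the surface markers, Cd44 had a log2 fold change of 1.39, Nt5e (CD73) had at most 14 counts and Thy1 (CD90) at most 17 in a sample. Of 5 tested NADPH oxidase genes, 1 was higher and 1 lower with A1 (median log2 fold change -0.15, adjusted p = 0.708 from limma's camera). Among the genes of this set, Nox1 had at most 5 counts in a sample. Nox4 had a log2 fold change of -0.15 (adjusted p = 0.0787 from edgeR's quasi-likelihood test).

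Between A1 + OVA-treated and A1-treated MSCs, 14 of 25 cell cycle genes were lower and 0 higher with OVA (median log2 fold change -0.16, adjusted p = 5.66e-12 from limma's camera), and 12 of 24 lysosome genes were higher and 0 lower (median log2 fold change 0.12, adjusted p = 4.77e-11 from limma's camera). Against control MSCs, 17 of the 24 lysosome genes were lower with A1 (median -0.21, adjusted p = 0.00101 from limma's camera) and 10 with A1 + OVA (median -0.05, adjusted p = 0.216 from limma's camera), so that the difference with OVA is a smaller decrease. Of the cell cycle genes, 15 were higher and 5 lower with A1 (adjusted p = 0.0790 from limma's camera), and 7 were higher and 8 lower with A1 + OVA (adjusted p = 0.747 from limma's camera). No cause was tested for these changes.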
